# Regulation of human and mouse bystander T cell activation responses by PD-1

**DOI:** 10.1172/jci.insight.173287

**Published:** 2023-09-22

**Authors:** Catherine T. Le, Logan V. Vick, Craig Collins, Cordelia Dunai, Michael K. Sheng, Lam T. Khuat, Isabel Barao, Sean J. Judge, Ethan G. Aguilar, Brendan Curti, Maneesh Dave, Dan L. Longo, Bruce R. Blazar, Robert J. Canter, Arta M. Monjazeb, William J. Murphy

**Keywords:** Immunology, Adaptive immunity, Cytokines, T cells

## Abstract

Bystander activation of memory T cells occurs via cytokine signaling alone in the absence of T cell receptor (TCR) signaling and provides a means of amplifying T cell effector responses in an antigen-nonspecific manner. While the role of Programmed Cell Death Protein 1 (PD-1) on antigen-specific T cell responses is extensively characterized, its role in bystander T cell responses is less clear. We examined the role of the PD-1 pathway during human and mouse non–antigen-specific memory T cell bystander activation and observed that PD-1^+^ T cells demonstrated less activation and proliferation than activated PD-1^–^ populations in vitro. Higher activation and proliferative responses were also observed in the PD-1^–^ memory population in both mice and patients with cancer receiving high-dose IL-2, mirroring the in vitro phenotypes. This inhibitory effect of PD-1 could be reversed by PD-1 blockade in vivo or observed using memory T cells from PD-1^–/–^ mice. Interestingly, increased activation through abrogation of PD-1 signaling in bystander-activated T cells also resulted in increased apoptosis due to activation-induced cell death (AICD) and eventual T cell loss in vivo. These results demonstrate that the PD-1/PD-Ligand 1 (PD-L1) pathway inhibited bystander-activated memory T cell responses but also protected cells from AICD.

## Introduction

T cells are generally activated through recognition of their cognate antigen presented in the context of an MHC alongside costimulatory signaling and cytokine, allowing them to then undergo expansion, mediate effector functions, and then convert to long-lived memory cells. Engagement of both activating and inhibitory signals are required to fine tune and regulate these responses. Long-lived antigen-experienced memory T cells eventually become the predominant lymphocyte population with age due to thymic involution, reducing naive T cell output, natural homeostatic T cell expansion, and exposure to continuous antigenic challenges (1). Due to expression of both CD122 and CD132 receptors involved in cytokine signaling, memory T cells also gain the ability to be activated in the absence of T cell receptor (TCR) triggering and by IL-2 or IL-15 cytokine signaling alone, bypassing the need for TCR engagement in a process called “bystander activation.” This antigen-nonspecific activation can be induced during inflammatory conditions, which is dependent on strong stimuli,such as acute viral infections or cancer immunostimulatory therapies, to maintain function and survival (2–4). This property has been demonstrated and exploited clinically with the generation and use of lymphokine-activated killer (LAK) or cytokine-induced killer (CIK) cells, in which both activated T and NK cells mediate antitumor effects, in part mediated by NKG2D ligand recognition (5). The presence and function of bystander-activated tissue-resident memory T cells is being more widely recognized in multiple human disease states, such as viral infection (6) and cancer (7), as a means for bridging and amplifying innate and adaptive effector functions (4, 8). The roles of bystander T cells may become more predominant during aging, at a time when the TCR repertoire may reflect decreasing diversity and increased prevalence of memory T cells due to loss of naive T cells (9). However, how the memory T cell pool is able to later mount antigen-specific responses via bystander activation despite contraction of the stimuli remains unclear (10–13). This same high-cytokine milieu, such as that observed in sepsis or cytokine storm, can also concurrently promote apoptosis of T cells by activation-induced cell death (AICD), leading to cell loss (14). The consequences of repeated bystander activation on AICD and memory T cell numbers may be more pertinent in aging where a finite T cell pool exists.

Immune checkpoint inhibition (ICI) of the Programmed Cell Death Protein 1 (PD-1)/PD-Ligand 1 (PD-L1) axis has achieved considerable success in treating an ever-increasing variety of cancer types and is being increasingly applied both as a single modality and in combination therapies (15). PD-1 is immediately expressed upon TCR engagement during priming but is also found on chronically stimulated memory T cells where it impairs cytokine production, lytic potential, and proliferative ability, in a state called “exhaustion” (16, 17). Direct blockade of this pathway targeting either PD-1 or PD-L1 has been demonstrated to markedly augment antigen-specific T cell effector functions and increase antitumor efficacy. Given the therapeutic efficacy and acceptable off-target toxicities in many patients, administration of checkpoint blockade targeting the PD-1/PD-L1 pathway has been extended in duration in some cancers for years (18). PD-1 is expressed on various percentages of normal human memory T cells and increases with age and chronic exposure to pathogens. However, the role of PD-1/PD-L1 in regulating bystander T cell activation and on the overall memory T cell pool has not been studied.

We hypothesized that the PD-1/PD-L1 axis, acting in its normal physiological role to dampen activation and prevent autoimmunity, also suppresses the function of the population of memory cells expressing PD-1 during bystander activation, potentially dampening their effector responses. We demonstrate here that both mouse and human memory T cells exhibit similar effects after bystander activation in both in vitro and in vivo model systems and that PD-1^+^ T cells are indeed inhibited compared with PD-1^–^ memory T cells. Furthermore, blockade of the PD-1/PD-L1 pathway could restore bystander T activation responses in the PD-1^+^ populations. However, this also was correlated with increased T cell loss due to AICD. These results suggest that the combination of PD-1 inhibition and bystander T cell activation, while increasing T effector responses, may ultimately impair the ability of the host to sustain responses or maintain memory T cell populations.

## Results

### Human and mouse bystander-activated memory T cells have a distinct phenotype and differential effects on activation are observed on PD-1^+^ versus PD-1^–^ memory T cell subsets.

Memory, but not naive, T cells can respond directly to cytokine signaling alone due to their expression of both CD122 and CD132 receptors in a process called bystander activation. The stimulation of this receptor complex bypassing TCR signaling results in antigen-nonspecific activation not resulting in the induction of CD25 and PD-1 and effector functions via NKG2D triggering. Systemic immunostimulatory therapies, such as high-dose (HD) IL-2 administration in both mice and humans as well as acute inflammation that occurs after acute viral infections, can induce robust bystander T cell activation, overcoming a lack of CD25 expression on memory T cells not undergoing TCR signaling yet allowing for effector functions such as NKG2D-mediated lysis of tumor or virally infected cells. This may play an important role in amplifying T cell responses as well as being a potential bridge between innate and adoptive immunity (4, 15, 19).

The differential markers of bystander activation (using IL-2 alone) versus TCR-triggered signaling (with anti-CD3/28 or use of mitogen) was first assessed with both mouse and human T cells. In vitro culture of mouse splenocytes with IL-2 robustly activated and expanded the memory (CD44^+^/CD62L^–/+^) T cell and not naive T cell subsets (Figure 1A). In agreement with previous literature, the amounts of cytokine, such as IL-2, needed to sufficiently induce bystander activation and proliferation ex vivo are of orders of magnitude higher compared with antigen-specific T cell proliferation where induction of CD25 results in the high-affinity IL-2 receptor complex (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.173287DS1) (20). In marked contrast to anti-CD3/CD28 stimulation, in which all the T cells now expressed PD-1 and CD25, IL-2 culture alone did not increase PD-1 expression in the activated memory T cells, with similar levels being present after activation (Figure 1, B and C). Interestingly, when assessed for PD-1 expression over time, there was a decrease in the PD-1^+^ population with IL-2 expansion after 6 days due to increased PD-1^–^ T cell expansion (Figure 1D). This was correlated with lower proliferative markers (ki67) and activation markers (granzyme B) in the PD-1^+^ bystander-activated memory T cells (Figure 1E and Supplemental Figure 1, B and C). This was also reflected with greater total accumulation of the PD-1^–^ subsets. We then assessed the bystander-activation potential of T cells from PD-1 KO mice and observed a markedly heightened ability of the memory T cells from these mice to respond to IL-2 stimulation/expansion as evidenced by increased total numbers (Figure 1F), increased IFN-γ production (Figure 1G), and proliferative capacity by BrdU uptake (Figure 1H), mirroring the results with the PD-1^–^ T cells in the WT mice. These results indicate that bystander activation of mouse memory T cells using cytokine alone results in differential effects on activation and proliferation with the PD-1^–^ memory T cells exhibiting markedly greater activation. These effects occurred in both CD8^+^ and CD4^+^ memory T cells.

We then assessed the role of PD-1 on bystander activation of human memory T cells. As observed with the mouse T cells, bystander-activated human PD-1^–^ memory CD8 T cells proliferated to a much greater extent than the PD-1^+^ population following IL-2 or IL-15 coculture (Figure 1, I and J). These results then demonstrate that PD-1 inhibits antigen-nonspecific bystander memory T cell-activation responses in both human and mouse memory T cells in vitro.

### Transcriptomic profiling of PD-1^–^ and PD-1^+^ human and mouse memory T cell subsets to bystander activation reveal transcriptomic differences commiserate with the functional effects.

We next examined the molecular pathways of purified human PD-1^+^ and PD-1^–^ memory CD8 T cell subsets after in vitro bystander activation with IL-2. 

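Memory CD8 T cells from human blood were enriched magnetically and sorted by flow cytometry into PD-1+ and PD-1- cells. RNA was taken from both subsets at day 0 and after culture with IL-2. The labels list no cells cultured without IL-2. Changes from day 0, called the response to IL-2 here, therefore cannot be told apart from effects of culture itself. Effects of the enrichment and sort on the day 0 cells cannot be told apart from them either. The sample labels give day 3 for the cultured cells, and the paper's text does not give the day of these RNA samples. Each of the 4 groups had 4 libraries, 16 in all. The legend of Figure 2 gives 4 human donors and 5 mice. Neither the labels nor the paper say which libraries of different groups came from the same donor, so the libraries were not paired, and the p-values measure the spread between them. With 4 donors and 4 libraries per group, each donor may have given 1 library to each group. Where groups share donors, differences between donors stay in this spread and can hide differences between the subsets. The libraries were made with a 3′ tag kit (QuantSeq), which gives 1 read near the 3′ end of a transcript, and were sequenced as single-end reads of 100 bases. The authors cleaned the reads with HTStream and counted them per gene with STAR 2.7.0f against GRCh38. The strand setting of the counting and the handling of PCR duplicates are not given in the sources used here, so a gene that overlaps another gene on the opposite strand can hold reads of both.
The deposited values are raw counts per gene. Total counts per library ranged from 1859018 to 2518200 (median 2038650) in PD-1- cells and from 1538567 to 2233580 (median 1951312) in PD-1+ cells at day 0. At day 3 they ranged from 2864570 to 3512236 (median 3227557) in PD-1- cells and from 2398787 to 3120060 (median 2971011) in PD-1+ cells. Mitochondrial ribosomal RNA made up a median of 23.0% of counts in PD-1- and 22.8% in PD-1+ cells at day 0, against 13.1% and 16.1% at day 3. The 10736 genes kept by edgeR's expression filter were normalized by TMM and tested with edgeR's quasi-likelihood test, with the 4 groups in 1 fit and Benjamini-Hochberg adjustment. Levels are given as CPM after TMM normalization. Culture separated the libraries along the first principal component of the log2 CPM values, which held 49.1% of their variance, with day 0 libraries from −68.6 to −41.6 and day 3 libraries from 39.9 to 65.5. Counts of this design were simulated with 200 changed genes. The comparison of the subsets at day 3 recovered 47.9% of genes changed by 1 on the log2 scale (10280 genes tested). Of genes changed by 2 it recovered 81.8%. For the difference between the subsets in their response to IL-2, 7.14% and 55.7% were recovered (10424 genes tested). Small differences in response were thus mostly not detectable at this depth and number of libraries. The adjustment is stricter where fewer genes differ. These shares can therefore overstate what was detectable between the human subsets, where few genes were called. TOX, for example, had a log2 fold change of −1.70 between them at day 3. It was not called (unadjusted p = 0.000264 and adjusted p = 0.46 from edgeR).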

Interestingly, after isolation and 8 days of IL-2 in vitro culture, both subsets maintained their initial baseline PD-1^+^ or PD-1^–^ expression phenotype (Figure 2A). This addresses an important issue that the PD-1^+^ and PD-1^–^ memory T cells were not undergoing conversion after bystander activation and expansion. Consistent with the in vitro results with mixed populations, both greater proliferation and total cell numbers of PD-1^–^ T cells were observed compared with PD-1^+^ T cells after in vitro culture with IL-2 (Figure 2B). 

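PDCD1 (ENSG00000188389.11), the gene of PD-1, lies on chromosome 2 of GRCh38 from 241849884 to 241858894. It was detected in sorted PD-1+ cells and was at or near 0 in PD-1- cells on both days. In PD-1+ cells its level was 7.65 ± 3.33 CPM (SD, n = 4) at day 0 and 7.20 ± 3.51 CPM (SD, n = 4) at day 3 with IL-2, a log2 fold change of −0.11 (standard error 0.64, adjusted p = 0.922 from edgeR). All 4 PD-1- libraries had 0 counts at day 0, against 53 counts over the PD-1+ libraries. Set against a floor of 3 counts over the group, PDCD1 was 19.2-fold higher in PD-1+ cells, and the exact 95% counting interval of the ratio began at 15.1. At day 3 the PD-1- libraries held 2 counts together and the PD-1+ libraries 88, a ratio of 50.6 (95% interval 13.6 to 425, which covers counting error only).
PDCD1 was lower in PD-1- cells at day 0 (adjusted p = 0.0305 from edgeR) and at day 3 (adjusted p = 0.0323 from edgeR). On each day every PD-1+ library was above every PD-1- library (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). The level in PD-1+ cells did not differ between the days beyond the spread of the libraries (exact permutation test, p = 0.686). With limma-voom the adjusted p was 0.0905 at day 0, where the alternatives ranged from 0.000185 to 0.0905, and 0.117 at day 3, where they ranged from 0.000569 to 0.117. With thinned counts it was 0.0715 at day 0 and 0.114 at day 3. Leaving out any 1 of the 8 libraries gave adjusted p from 0.0501 to 0.213 at day 3, and from 0.0268 to 0.105 at day 0.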

Transcriptome analysis further established the stability of PD-1 expression with IL-2 activation within the subsets, as the PD-1 negative population remained negative (Figure 2C). Analysis of human PD-1^–^ and PD-1^+^ T cells also revealed that the PD-1^–^ T cells had increased Ki67 expression compared with PD-1^+^ T cells, and, notably, the PD-1^–^ T cells also had significant differences in expression of CD95 following IL-2 stimulation, suggesting a potential link to AICD (Supplemental Figure 2, A–C). 

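MKI67, which encodes the proliferation marker Ki67, rose from day 0 to day 3 with IL-2 in both human subsets. MKI67 lies on chromosome 10 of GRCh38 from 128096659 to 128126423. Its level went from 18.9 ± 17.0 to 1275 ± 248 CPM (SD, n = 4) in PD-1- cells and from 50.2 ± 33.0 to 995 ± 288 CPM (SD, n = 4) in PD-1+ cells. These are log2 fold changes of 6.05 (standard error 0.71, adjusted p = 2.41e-05 from edgeR) and 4.32 (standard error 0.64, adjusted p = 0.000266). At day 3 the level in PD-1- cells was above that in PD-1+ cells by 0.36 on the log2 scale (standard error 0.54, adjusted p = 1 from edgeR, exact permutation p = 0.171), a difference within the spread of the libraries. The response itself differed by 1.73 (standard error 0.85, unadjusted p = 0.0652 and adjusted p = 1.00 from edgeR, exact permutation p = 0.0906).
FAS (ENSG00000026103.22), the gene of the death receptor CD95, lies on chromosome 10 from 88953813 to 89029605. It rose with IL-2 in PD-1- cells, from 22.0 ± 6.86 to 41.4 ± 4.01 CPM (SD, n = 4), a log2 fold change of 0.92 (standard error 0.23, adjusted p = 0.00336 from edgeR). In PD-1+ cells it stood at 33.9 ± 6.74 CPM (SD, n = 4) at day 0 and 38.6 ± 5.43 CPM (SD, n = 4) at day 3, where 1 of the 4 libraries lay below the others, and the log2 fold change was 0.19 (standard error 0.23, adjusted p = 0.580 from edgeR). The difference between the 2 responses was 0.72 (standard error 0.33, unadjusted p = 0.0367 and adjusted p = 1.00 from edgeR, exact permutation p = 0.0363). Between the subsets, the log2 fold change of FAS was −0.62 at day 0 (adjusted p = 0.509 from edgeR) and 0.10 at day 3 (adjusted p = 1 from edgeR).
In the unpaired edgeR fit few other genes were called between the human subsets, and DESeq2 and the fit without a filter called more. Few calls in an unpaired fit do not show that the subsets hardly differ. At day 3, 1 gene was higher and 2 were lower in PD-1- cells (1 and 1 by limma-voom, 1 and 5 by DESeq2, and 4 and 8 without a filter). The inhibitory receptor TIGIT, on chromosome 3 from 114276913 to 114310288, was lower in PD-1- cells on both days, at 63.9 ± 4.37 against 165 ± 29.6 CPM (SD, n = 4) at day 3 (log2 fold change −1.37, standard error 0.19, adjusted p = 0.00264 from edgeR). MAL, which encodes a membrane protein of T cells, was higher in PD-1- cells at day 3 (log2 fold change 2.24, standard error 0.40, adjusted p = 0.0420), a call lost under upper-quartile scaling, a stricter filter and thinned counts (adjusted p from 2.97e-09 to 0.114 over the alternatives) and without any 1 of the 8 libraries (0.0501 to 0.357). At day 0, 4 genes were lower in PD-1- cells and 0 were higher by edgeR (1 and 0 by limma-voom, and 408 genes were higher and 459 lower at an unadjusted p under 0.05 by edgeR). DESeq2 called 32 lower and 18 higher, and without a filter 53 were lower and 37 higher. Beside PDCD1, these were TIGIT (log2 fold change −1.85, standard error 0.20, adjusted p = 2.01e-05 from edgeR), SH2D1A, a signalling adaptor (131 ± 27.0 against 262 ± 56.3 CPM, SD, n = 4, adjusted p = 0.0305 from edgeR), and GPSM2, a mitotic spindle protein that is named here after its values were seen (0.318 ± 0.635 against 4.50 ± 1.54 CPM, SD, n = 4). SH2D1A was not called by limma-voom, with library totals, with thinned counts or with only the 2 groups in the fit (adjusted p from 1.72e-05 to 0.0716 over the alternatives), nor without any of 5 libraries (0.0689 to 0.169).
In both subsets many genes moved from day 0 to day 3 with IL-2, a change in which IL-2 and culture cannot be told apart. In PD-1- cells 1907 genes rose and 1942 fell, and in PD-1+ cells 1539 rose and 1477 fell, by edgeR. Scaling by library totals shifted the median of all genes by 0.44 and 0.35 on the log2 scale and gave 3318 and 886 genes in PD-1- cells and 2622 and 686 genes in PD-1+ cells. Of gene lists written before the data were examined, all 29 mitosis genes tested and all 30 DNA replication genes rose in both subsets, over all genes tested and when adjusted over the list alone. With an estimated correlation the lists had adjusted p = 0.0433 and 0.0239 in PD-1- cells and adjusted p = 0.0523 and 0.0206 in PD-1+ cells (camera). BUB1, a kinase of the spindle checkpoint, rose by 5.39 and 5.03 on the log2 scale, and TYMS, which makes thymidylate for DNA synthesis, by 6.42 and 4.67. Of 23 genes of the response to IL-2 and STAT5, 12 rose and 2 fell in PD-1- cells (12 and 2 adjusted over the list alone) and 11 rose and 1 fell in PD-1+ cells (13 and 2 adjusted over the list alone), with adjusted p = 0.118 and 0.0523 with an estimated correlation. CISH, a feedback inhibitor of the IL-2 receptor, rose by 4.42 (standard error 0.31) and 4.88. Of 22 early genes of T cell receptor signalling, 14 fell and 2 rose in PD-1- cells and 12 fell and 3 rose in PD-1+ cells, with adjusted p = 0.118 and 0.192 with an estimated correlation. FOS had log2 fold changes of −8.99 and −7.43, and NR4A2 of −7.58 and −6.74. Whether T cell receptor signals or the enrichment and sort set the levels of these early genes at day 0 was not tested. Of 30 ribosomal protein genes, 26 fell and 0 rose in PD-1- cells and 22 fell and 0 rose in PD-1+ cells (27 and 1, and 25 and 1, adjusted over the list alone, adjusted p = 0.351 and 0.406 with an estimated correlation). Of 15 mitochondrial transcripts, a measure of RNA quality, 11 fell and 0 rose, and 9 fell and 1 rose (13 and 1, and 11 and 1, adjusted over the list alone, adjusted p = 0.402 and 0.406 with an estimated correlation). With library totals 9 and 6 ribosomal protein genes and 3 and 3 mitochondrial transcripts fell, and 1 of each list rose in each subset.
From the difference in CD95 expression after IL-2, the paper proposes a potential link to activation-induced cell death.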

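Mouse memory CD8 T cells were sorted by CD44, CD25 and PD-1 after magnetic enrichment, and RNA was taken from PD-1+ and PD-1- cells at day 0 and after 3 days of culture with recombinant human IL-2. Here too the labels list no cells cultured without IL-2, so IL-2, culture and effects of the sort on day 0 cells cannot be told apart. Each of the 4 groups had 5 libraries, 20 in all, named here M01 to M20 as in the labels. No source used here says which libraries came from the same mouse, so p-values again measure the spread between libraries. The legend of Figure 2 gives as many mice as libraries per group, so the groups may share mice. The 3′ tag libraries, the cleaning of reads and the counting were as for the human cells, with GRCm38 as the genome.
Total counts at day 0 ranged from 1693499 to 3155859 (median 2246783) in PD-1- libraries and from 1914909 to 3187714 (median 2557067) in PD-1+ libraries. At day 3 they ranged from 1737826 to 3272710 (median 2860143) and from 2257500 to 3272388 (median 2805431). A large share of the counts was ribosomal RNA. Gm42418, an annotated gene that collects ribosomal RNA reads, held a median of 23.1% of counts in PD-1- and 21.3% in PD-1+ libraries at day 0, and 22.5% and 21.0% at day 3. Its share stood apart in the PD-1- libraries M14 at day 0 (32.1%) and M08 at day 3 (29.9%). Mitochondrial ribosomal RNA took medians of 20.8% in PD-1- and 24.4% in PD-1+ libraries at day 0, and 15.1% and 16.7% at day 3. The same tests as for the human cells covered 10213 genes. Days separated along the first principal component (43.6% of the variance) and the subsets along the second (11.9%), where PD-1- libraries lay from −43.7 to −13.3 and PD-1+ libraries from 19.7 to 32.8. The third component (5.73%) set M08 at 49.5 and M14 at 46.0. In simulated counts, 43.4% of genes changed by 1 on the log2 scale and 91.8% of those changed by 2 were recovered between the subsets at day 3 (9951 genes tested), and 16.3% and 74.0% for the difference in response to IL-2 (10009 genes tested).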

We then assessed patterns in mouse bystander-activated T cells under similar conditions. Sorted PD-1^+^ and PD-1^–^ mouse memory CD8 T cells after culture and expansion also demonstrated different and similar gene expression profiles with several genes being differentially upregulated following IL-2 stimulation comparable to the human data (Figure 2D and Supplemental Figure 2, D and E). 

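After 3 days with IL-2, mouse PD-1- cells had higher levels of genes of sugar breakdown and low-oxygen responses and of interferon-stimulated genes, and PD-1+ cells had higher levels of single genes such as Tox, Gzmk and Itga4. In all, 536 genes were higher and 422 lower in PD-1- cells (edgeR). Of 30 glycolysis and hypoxia genes tested, 29 were higher in PD-1- cells and 0 were lower (30 higher adjusted over the list alone, camera adjusted p = 1.17e-05 with an estimated correlation). Egln3, an oxygen-sensing prolyl hydroxylase on chromosome 12 of GRCm38 from 54178981 to 54203860, averaged 60.3 against 1.08 CPM in 5 libraries each (log2 fold change 5.87, standard error 0.45, adjusted p = 2.51e-11 from edgeR). Ldha, which makes lactate, stood at 1888 ± 186 against 625 ± 83.8 CPM (SD, n = 5), and the glucose transporter Slc2a3 had a log2 fold change of 3.06 (standard error 0.21, adjusted p = 2.47e-12 from edgeR). Of 35 genes of the type I interferon response, 29 were higher and 0 lower (31 adjusted over the list alone, adjusted p = 0.00638 with an estimated correlation), among them Usp18, a brake on interferon signalling (log2 fold change 3.80, standard error 0.41, adjusted p = 6.87e-08 from edgeR), and Isg20, an antiviral nuclease (2.39). In the other direction, Tox, a regulator of exhausted T cells, stood at 5.36 ± 2.38 CPM in PD-1- against 141 ± 25.6 CPM in PD-1+ cells (SD, n = 5, log2 fold change −4.78, standard error 0.26, adjusted p = 5.21e-14 from edgeR). Gzmk, a granzyme, had a log2 fold change of −4.41, the integrin subunit Itga4 −4.14, and the receptor Nrp1 −4.63. Of 18 inhibitory receptors and exhaustion regulators, 5 were lower and 2 higher in PD-1- cells (8 and 3 adjusted over the list alone, adjusted p = 0.291 with an estimated correlation). Of 21 chemokine receptor and homing genes 5 were lower and 3 higher (5 and 3 adjusted over the list alone, camera adjusted p = 0.678), and of 18 genes of effector memory and tissue residency 2 were lower and 2 higher (2 and 3 adjusted over the list alone, camera adjusted p = 0.738).
Before culture, at day 0, 520 genes were higher and 465 lower in PD-1- cells. Of 20 genes of naive and central memory cells, 12 were higher and 1 lower (14 and 2 adjusted over the list alone, adjusted p = 0.133 with an estimated correlation), with the homing receptor Ccr7 (log2 fold change 2.05) and the chromatin organizer Satb1 (2.88). Ly6c2, a memory cell marker whose reads may be shared with its near copy Ly6c1, stood at 1212 ± 331 against 113 ± 34.1 CPM (SD, n = 5). Of the inhibitory receptors and exhaustion regulators, 10 were lower and 0 higher (12 and 1 adjusted over the list alone, adjusted p = 0.0190 with an estimated correlation), Tox by a log2 fold change of −3.10 and the transcription factor Eomes by −1.57. The transcription factor Maf averaged 18.2 against 479 CPM, and Penk, which encodes a peptide precursor, had a log2 fold change of −5.66 (standard error 0.54). Of 14 dendritic cell genes tested, 12 were higher in PD-1- cells at day 0, with the MHC class II gene H2-Ab1 at 141 against 17.8 CPM. Ribosomal protein genes were also higher in PD-1- cells at day 0, 17 of 30 with 0 lower (22 adjusted over the list alone, adjusted p = 0.324 with an estimated correlation), at a median log2 fold change of 0.62. Of the genes of other cell types, 2 of 4 of unconventional T cells (2 adjusted over the list alone, adjusted p = 0.205 with an estimated correlation) and 2 of 4 of CD4 and regulatory T cells (2 adjusted over the list alone, adjusted p = 0.367) were lower in PD-1- cells at day 0 and 0 higher, while 4 of 13 NK cell receptors were higher and 0 lower (4 adjusted over the list alone, adjusted p = 0.630 with an estimated correlation).
Pdcd1, on chromosome 1 from 94038305 to 94052553, followed the sort. It stood at 0.326 ± 0.523 CPM in PD-1- and 21.7 ± 11.3 CPM in PD-1+ cells at day 0 (SD, n = 5), and at 0.938 ± 1.34 and 25.1 ± 9.26 CPM (SD, n = 5) at day 3. Its counts summed over the group were 50.5 times as high in PD-1+ cells at day 0 (95% counting interval 21.4 to 157) and 25.0 times at day 3 (15.0 to 45.1), and the log2 fold change from day 0 to day 3 in PD-1+ cells was 0.19 (adjusted p = 0.769 from edgeR, −0.01 without M03).
The responses to IL-2 ran together in the 2 species, and the differences between subsets ran together much less. Across the 7584 genes tested in both, which are not independent replicates, the fold changes from day 0 to day 3 had a Pearson r of 0.542 in PD-1- and 0.574 in PD-1+ cells, against 0.0731 for the difference between subsets at day 3 and 0.110 at day 0. Few genes were called between the human subsets, so most of those human fold changes lie within the spread of the libraries. Such noise lowers r, and the lower values do not show that the subsets differ in other genes in the 2 species. Of the genes in Supplemental Figure 2E, 22 were tested in each species. At day 0 all 22 had the sign of the figure in mouse and human cells, and 22 passed the test in mouse and 3 (PDCD1, TIGIT and SH2D1A) in human cells. At day 3, 19 had the sign of the figure in mouse, 13 of them past the test, and 21 in human cells, of which TIGIT and PDCD1 passed. CCR7 had a human log2 fold change of 1.59 at day 0 and 1.23 at day 3 (unadjusted p = 0.00652 and 0.0261 from edgeR), and GZMK −1.30 and −1.57. Because the figure's genes were picked from these samples, the tally is not independent evidence. Over all tested genes, the species shared 1 gene lower in PD-1- cells at day 3, PDCD1, and 2 at day 0, PDCD1 and SH2D1A. The sort on PD-1 sets PDCD1 apart in both species, so its overlap was fixed by the sort. No gene was shared among those higher, where edgeR called 0 human genes on either day among the genes tested in both.
Without M08 and M14, a choice made after seeing the data, 632 genes were higher and 571 lower in PD-1- cells at day 3 (488 and 388 of them called with all libraries), and 664 and 565 at day 0. Human calls on the figure's side at day 0 went from 3 to 1 with limma-voom, thinned counts, only the 2 groups, or without any of 5 of the 8 libraries, and to 8 with DESeq2 and 9 without a filter.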

IL-2 stimulation caused marked increases in the PD-1^–^ subsets compared with the PD-1^+^ populations with IFN-inducible gene families as well as activation/proliferation and even proapoptosis gene families illustrated through fold change in gene expression following IL-2 stimulation (Figure 2, E–G). These results demonstrate that, in agreement with the phenotypic and functional differences, PD-1 remains consistent within PD-1^–^ and PD-1^+^ subsets and exerts transcriptional profiling effects on human and mouse bystander-activated memory T cells as evidenced by transcriptomic analyses showing significant activation, cytokine, cell proliferation, and apoptotic pathway gene differences based on PD-1 expression on purified subsets.

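The interferon-stimulated genes of Figure 2E rose from day 0 to day 3 with IL-2 in mouse PD-1- cells and not in PD-1+ cells. All 7 rose in PD-1- cells, 0 rose and 2 fell in PD-1+ cells, and all 7 had a larger response in PD-1- cells (edgeR). A larger response means a higher log2 fold change from day 0 to day 3, and a smaller response a lower one. A smaller response can thus be a stronger fall. Isg15, a ubiquitin-like antiviral protein on chromosome 4 of GRCm38 from 156199424 to 156200818, went from 13.6 ± 6.90 to 97.4 ± 26.0 CPM in PD-1- cells and from 26.7 ± 6.04 to 10.4 ± 5.73 CPM in PD-1+ cells (SD, n = 5). The log2 fold changes were 2.79 (standard error 0.30, adjusted p = 1.84e-08 from edgeR) and −1.38 (standard error 0.31, adjusted p = 0.000717), and they differed by 4.17 (standard error 0.43, adjusted p = 2.08e-07). The differences were 3.71 for Rsad2, an antiviral enzyme, 3.36 for Ifit1, which binds viral RNA, 2.35 for Rtp4, 1.81 for Ifi214, 1.47 for Ifi209 and 1.06 for Dtx3l. Ifi209 and Ifi214 belong to a cluster of close copies that may share reads.
All 7 activation and proliferation genes of Figure 2F rose in PD-1- cells, and 3 rose and 1 fell in PD-1+ cells. The response was larger in PD-1- cells for 4 of them (5 adjusted over the list alone). Tnfrsf9, the costimulatory receptor 4-1BB, on chromosome 4 from 150914562 to 150946102, went from 3.15 ± 2.47 to 320 ± 94.2 CPM (SD, n = 5) in PD-1- and from 16.7 ± 5.51 to 81.4 ± 29.6 CPM in PD-1+ cells, a difference in response of 4.34 (standard error 0.53, adjusted p = 2.02e-05 from edgeR). The pore protein Prf1 rose in PD-1- cells (1.17) and fell in PD-1+ cells (−0.77, adjusted p = 0.00139, but not called with library totals, where adjusted p was 0.0716 in a range from 2.82e-05 over the alternatives), and the receptor Slamf7 also had a larger response in PD-1- cells (difference 1.95). Gzmb, a granzyme, rose from 38.0 ± 47.3 to 3396 ± 1684 CPM in PD-1- and from 57.7 ± 22.9 to 1571 ± 445 CPM in PD-1+ cells (SD, n = 5), and its responses differed by 1.63 (standard error 0.90, adjusted p = 0.401 from edgeR). The chemokine receptor Ccr2 (difference 0.94, adjusted p = 0.157 from edgeR) and Il2 (0.70, adjusted p = 0.417) did not pass the test either. Tnfrsf8, or CD30, held 1 count over the PD-1- libraries at day 0 and 165 at day 3, a ratio of 120 (95% counting interval 21.2 to 4751).
Of the 7 proapoptosis genes of Figure 2G, 6 rose in PD-1- cells, 1 rose and 2 fell in PD-1+ cells, and 5 had a larger response in PD-1- cells. Xaf1, on chromosome 11 from 72301629 to 72313733, rose from 13.1 ± 2.05 to 74.8 ± 33.2 CPM in PD-1- cells (log2 fold change 2.48, standard error 0.26, adjusted p = 3.28e-09 from edgeR), while PD-1+ cells held 20.2 ± 6.68 CPM at day 0 and 24.6 ± 4.15 CPM at day 3 (SD, n = 5). Its difference in response was 2.19, that of the mitophagy receptor Bnip3l 1.76, of the Myc antagonist Mxd1 2.01 and of the sphingomyelinase Smpd1 1.58. Fasl and Casp8 had differences of 0.93 (adjusted p = 0.202 from edgeR) and 0.57 (adjusted p = 0.159).
Over the 3 panels, all 21 genes had a larger rise or smaller fall in PD-1- cells, past the test for 16 of them and for 19 when adjusted over the list alone. The paper's text does not say how the 21 genes were chosen, and it shows them from these same samples, so that neither count is taken as independent evidence. Of the 30 lists written after reading the paper, and so not independent of its figure where they hold its genes, 2 differed in response with an estimated correlation, with a larger response in PD-1- cells. One was glycolysis and hypoxia, which holds 0 of the 21 genes and where the response was larger for 19 of 30 genes and smaller for 0 (29 larger adjusted over the list alone, adjusted p = 3.41e-05 with an estimated correlation), and the other was interferon. Of 35 genes of the type I interferon response, 26 rose and 1 fell in PD-1- cells (28 and 1 adjusted over the list alone, adjusted p = 0.0962 with an estimated correlation). In PD-1+ cells 0 rose and 6 fell (0 and 4 adjusted over the list alone, camera adjusted p = 0.102), but 3 rose and 4 fell with library totals, under which the list's median turned from −0.27 to 0.000899. The response was larger in PD-1- cells for 18 and smaller for 0 (29 larger adjusted over the list alone, adjusted p = 0.0108 with an estimated correlation), as for Zbp1, a sensor of nucleic acids (difference 1.98). The list holds 6 of the 21 genes, and among its other 29 the response was larger for 12 and smaller for 0. Of 18 cytotoxic effector genes, 3 had a larger response in PD-1- cells and 0 a smaller one (4 and 1 adjusted over the list alone, adjusted p = 0.435 with an estimated correlation), Prf1 and Slamf7 of Figure 2F and Serpinb9, a granzyme inhibitor (difference 1.25). Of 30 proapoptotic genes, 10 rose and 3 fell in PD-1- cells (10 and 3 adjusted over the list alone, camera adjusted p = 0.0823), and 8 rose and 3 fell in PD-1+ cells (8 and 3 adjusted over the list alone, camera adjusted p = 0.456). The response was larger in PD-1- cells for genes such as Xaf1, Bnip3l and Smpd1 (4 larger and 0 smaller, 5 and 1 adjusted over the list alone, camera adjusted p = 0.122), and for 0 of the 24 members that are not among the 21 genes. In all, 235 of 10213 genes had a higher and 135 a lower log2 fold change in PD-1- than in PD-1+ cells (301 and 236 without M08 and M14, and 169 and 168 with library totals). A lower one can be a stronger fall, as for Cadm1, which went from 15.6 to 0 CPM in PD-1- and from 1.49 to 0.73 CPM in PD-1+ cells. Like the dendritic cell genes tested, Cadm1 averaged higher in PD-1- cells at day 0. Falls of this kind may thus come from loss of other cells in culture, which was not tested.
Single libraries decided some of these values. Each adjusted p given here is the one farthest from that of all libraries. Without M09 the difference for Tnfrsf8 was 3.72 (adjusted p = 0.333), and without M11 the fall in PD-1+ cells was called for Ifit1 (−1.74, adjusted p = 0.000811, against −0.90 and 0.165), Rsad2 (−2.05, adjusted p = 0.00148, against −0.92 and 0.272) and Ifi214 (−0.67, adjusted p = 0.0178, against −0.45 and 0.125). The fall of Ifi209 in PD-1+ cells (−0.47, adjusted p = 0.0184) was lost without M15 (−0.37, adjusted p = 0.0768) and with library totals (−0.20, adjusted p = 0.343 in a range from 0.00734 over the alternatives), the rise of Mxd1 in PD-1- cells (0.75, adjusted p = 0.0192) without M18 (0.65, adjusted p = 0.0621) or M08 and M14 (adjusted p = 0.0801), and the rise of Casp8 in PD-1+ cells (0.39, adjusted p = 0.0440) without M01, M03, M05, M09, M11, M13 or M15 (adjusted p from 0.0640 to 0.140), with upper-quartile scaling (0.107), without a filter (0.0653) and without ribosomal RNA genes (0.0678). The falls of Ifit1 and Rsad2 were also called with limma-voom. Among the PD-1+ libraries at day 3, 1 of the 5 lay apart from the others for Dtx3l, Rsad2, Ccr2 and Fasl.

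**Figure D1:**
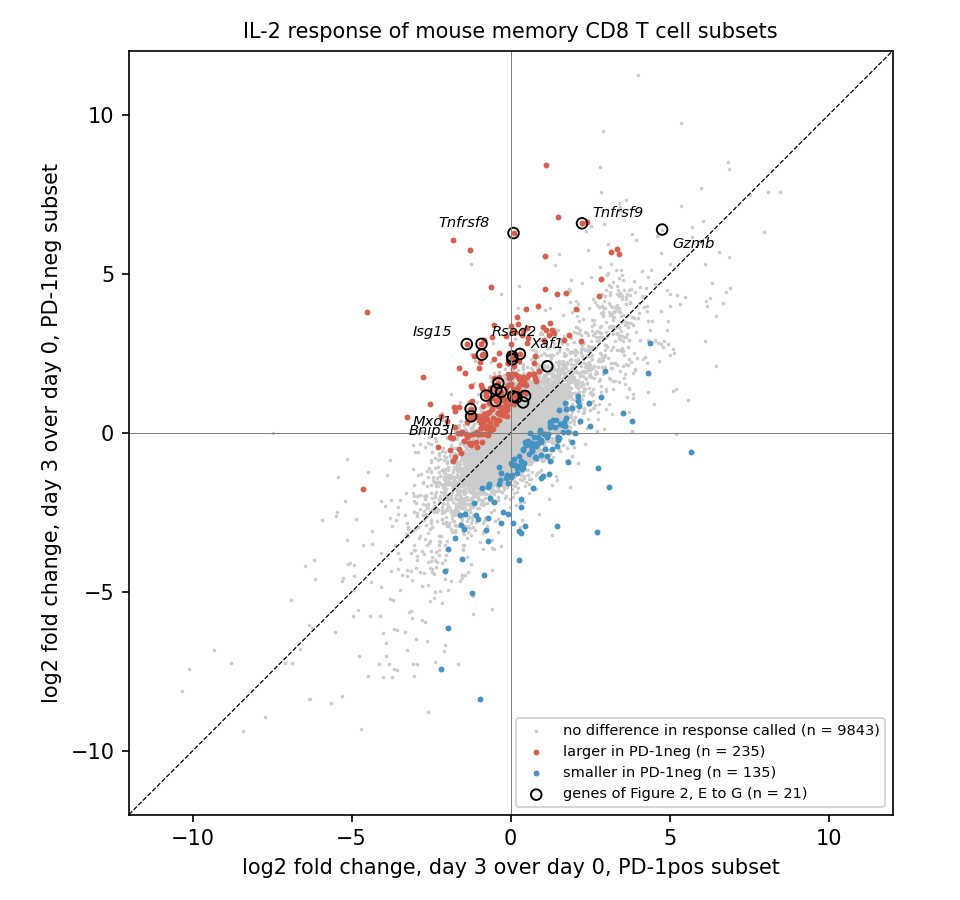
Log2 fold change of each of 10213 mouse genes from day 0 to day 3 with IL-2, in PD-1+ cells on the horizontal axis and in PD-1- cells on the vertical axis (n = 5 libraries per group). Red marks the 235 genes with a higher and blue the 135 with a lower log2 fold change in PD-1- than in PD-1+ cells (edgeR, adjusted p under 0.05), and grey marks the rest. The 21 genes of Figure 2, E–G are circled and lie above the dashed line of equal response.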

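In mouse cells proliferation genes rose from day 0 to day 3 with IL-2 in both subsets, and Mki67 was higher in PD-1+ cells on both days. By staining of the protein in cultured splenocytes, the paper reports the other direction, with less Ki67 in PD-1+ than in PD-1- cells after IL-2. Mki67, on chromosome 7 of GRCm38 from 135689784 to 135716361, went from 45.7 ± 15.7 to 449 ± 90.8 CPM in PD-1- cells and from 92.9 ± 31.9 to 790 ± 143 CPM (SD, n = 5) in PD-1+ cells. It was lower in PD-1- cells at day 0 (log2 fold change −1.04, standard error 0.22, adjusted p = 0.00254 from edgeR) and at day 3 (−0.81, standard error 0.20, adjusted p = 0.00952), and the responses differed by 0.23 (adjusted p = 0.783). All 30 mitosis genes tested rose in both subsets, also when adjusted over the list alone (adjusted p = 0.00445 in PD-1- and 0.00985 in PD-1+ cells with an estimated correlation). Of 30 DNA replication genes, 27 rose in PD-1- cells (27 adjusted over the list alone, adjusted p = 0.00445 with an estimated correlation) and 28 in PD-1+ cells (29 adjusted over the list alone, adjusted p = 0.00793). At day 0, 12 mitosis genes were lower in PD-1- cells and 0 higher (13 lower adjusted over the list alone, adjusted p = 0.356 with an estimated correlation), such as the kinase Ttk (−1.87, not called by limma-voom, where adjusted p was 0.0836 in a range from 2.02e-05 over the alternatives). Of the DNA replication genes 2 were lower and 0 higher at day 0 (2 lower adjusted over the list alone, adjusted p = 0.630 with an estimated correlation). At day 3, 2 mitosis genes, Mki67 and Kif23, and 5 DNA replication genes were lower and 0 of either list higher (2 and 5 adjusted over the list alone, adjusted p = 0.612 and 0.286 with an estimated correlation). With IL-2, 8 of 9 mitochondrial transcripts fell in PD-1- cells and 5 in PD-1+ cells (8 and 6 adjusted over the list alone, adjusted p = 0.119 and 0.258 with an estimated correlation; 6 and 2 fell with library totals), and 0 rose. Ribosomal protein genes fell for 13 of 30 in PD-1- cells and 3 in PD-1+ cells, and 0 rose (13 and 3 fell adjusted over the list alone, adjusted p = 0.505 with an estimated correlation in PD-1- cells and camera adjusted p = 0.445 in PD-1+ cells), while with library totals 2 fell and 1 rose, and 0 fell and 5 rose.
Ifng, which encodes interferon gamma, was lower in mouse PD-1- cells at day 0 (−1.47, standard error 0.25, adjusted p = 0.000194 from edgeR) and day 3 (−1.24, standard error 0.28, adjusted p = 0.00356). It fell with IL-2 in both subsets, by 2.00 in PD-1- and 2.23 in PD-1+ cells on the log2 scale, and these falls differed by 0.23 (adjusted p = 0.830). For the protein, the paper reports more interferon gamma production in T cells of PD-1 knockout mice after IL-2. Of 19 cytokine and chemokine genes tested, 6 were lower and 0 higher in PD-1- cells at day 0 (7 and 1 adjusted over the list alone, adjusted p = 0.133 with an estimated correlation), and 3 were lower and 0 higher at day 3 (4 and 0 adjusted over the list alone, camera adjusted p = 0.0745). Among 22 cytokine receptor genes, 5 were higher and 1 lower in PD-1- cells at day 3 (7 and 2 adjusted over the list alone, camera adjusted p = 0.160). Of the proapoptotic genes at day 3, 5 of 30 were higher and 1 lower in PD-1- cells (6 and 2 adjusted over the list alone, adjusted p = 0.259 with an estimated correlation). Bnip3, a BH3 family protein of mitochondria, averaged 257 against 12.2 CPM (log2 fold change 4.44, standard error 0.43), while the death receptor Fas was lower (−1.26, standard error 0.40, adjusted p = 0.0388 from edgeR). That call on Fas was lost with limma-voom (adjusted p = 0.0516), without a filter (0.0686), with only the 2 groups (0.0697) and with thinned counts (0.0984), where the alternatives ranged from 0.0209, and without M03, M04, M07, M12, M16, M19 or M20 (adjusted p from 0.0547 to 0.121).
In human cells edgeR called 0 genes with a different response to IL-2 in the 2 subsets, and so did limma-voom, while 21 had a larger and 3 a smaller response in PD-1- cells without a filter. At an unadjusted p under 0.05 edgeR gave 293 genes with a larger and 200 with a smaller response in PD-1- cells, and limma-voom 239 and 165. The mitosis list leaned to a larger response in PD-1- cells, with 27 of 29 genes above 0 (2 called when adjusted over the list alone, camera adjusted p = 1.64e-08, but adjusted p = 0.337 with an estimated correlation). TPX2, a spindle assembly factor, rose by 6.36 in PD-1- and 4.40 in PD-1+ cells, and the responses differed by 1.96 (adjusted p = 0.904 from edgeR, called only without a filter, where adjusted p was 0.000366 in a range up to 1.00). Among proapoptotic genes, 6 of 29 rose and 4 fell in PD-1- cells and 3 rose and 4 fell in PD-1+ cells, the same numbers when adjusted over the list alone (adjusted p = 0.440 and 0.763 with an estimated correlation). With library totals 10 rose and 2 fell, and 7 rose and 2 fell, and the list's median in PD-1+ cells turned from −0.08 to 0.26. FADD, the adaptor of death receptors, rose by 2.88 (standard error 0.32) and 1.17 (standard error 0.28), a difference of 1.72 (adjusted p = 0.658 from edgeR). Of 34 type I interferon genes, 6 rose and 3 fell in PD-1- cells (6 and 2 adjusted over the list alone, camera adjusted p = 0.0941) and 3 rose and 3 fell in PD-1+ cells (3 and 3 adjusted over the list alone, camera adjusted p = 0.958), against 18 and 2, and 9 and 2, with library totals, where the list's median in PD-1+ cells turned from −0.05 to 0.32. At day 3 the interferon list was higher in PD-1- cells by camera (adjusted p = 0.00065, adjusted p = 0.171 with an estimated correlation), and cytokine and chemokine genes had a camera adjusted p of 0.460.
The paper sets differences between the purified subsets in activation, cytokine, proliferation and apoptosis genes beside its phenotypic and functional results. Those include protein staining of the subsets and T cells of PD-1 knockout mice. It concludes that PD-1 acts on the transcriptional profile of bystander-activated memory T cells in both species.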

### Differential activation responses in PD-1^+^ and PD-1^–^ bystander-activated T cells in mice and patients undergoing HD IL-2 treatment.

We then wanted to ascertain the role of PD-1 on human bystander T cell activation responses in vivo in response to the same cytokine alone stimuli. This was assessed by examining the responses of PD-1^+^ and PD-1^–^ memory CD8 T cell populations in mice receiving HD IL-2 (200,000 IU daily for 3 days (Figure 3A), which has been demonstrated to induce marked T cell activation and expansion, which, in the absence of antigenic challenge, is due to bystander expansion of the memory T cell pool. The results demonstrated, as observed with the in vitro assays, greater activation and expansion of the PD1^–^ memory T cell population compared with the PD-1^+^ T cells based on Ki67, CD69, and NKG2D expression following treatment (Figure 3, B–F).

We then wanted to determine if similar results could be observed with human T cells in vivo. HD IL-2 is currently approved and applied in renal cancer. We obtained PBMC from patients before and after receiving HD IL-2 for cancer treatment (Figure 3G) (21, 22). HD IL-2 clinically has been well demonstrated to induce robust peripheral T cell activation responses and, importantly, mirrors the in vitro T cell profile we have observed regarding the bystander-activated phenotype (CD25^–^, PD-1^–^, and CD69^+^ along with increased effector functions and proliferative capability) (23). This was confirmed and shown by the robust activation of T cells based on HLA-DR and CD69 expression (Figure 3, H and I) compared with baseline expression from patients before receiving treatment. In agreement with the murine in vivo data and human T cell in vitro data, assessment of T cell activation parameters in the patients indicated that PD-1^–^ memory CD8 T cells (CD45RO^+^CD45RA^–^CD8^+^CD3^+^CD56^–^ live cells) from patients receiving HD IL-2 alone exhibited significantly higher fold proliferative indexes than the PD-1^+^ subset (Figure 3J and Supplemental Figure 3A). The activated PD-1^–^ memory CD8 T cells from the patients also exhibited higher apoptosis based on annexin V staining compared with the PD-1^+^ subsets (Figure 3K and Supplemental Figure 3B) following HD IL-2 treatment. These data indicate that similar bystander T cell activation and apoptosis responses in PD-1^+^ and PD-1^–^ T cell subsets occur in both human and mouse systems in vivo following HD IL-2 treatment, mirroring the in vitro data with the PD-1^–^ population showing increased proliferation and activation but also increased AICD compared with the PD-1^+^ population.

### PD-1 downregulates bystander memory T cell responses in vivo during acute systemic viral infection in mice and its reversal using checkpoint blockade.

The impact of PD-1 on bystander-activated T cells was next assessed in different in vivo models. To definitively demonstrate bystander-activation effects attributed to non–antigen-specific T cell activation, memory CD8^+^ T cells from TCR-transgenic OVA-specific OT-1 (C57BL/6-Tg[TcraTcrb]1100Mjb/J) mice were used for assessment in vivo using a viral challenge model. The phenotype of memory OT-1 T cells following IL-2 culture in vitro demonstrated an identical phenotype (no induction of either PD-1 or CD25) compared with anti-CD3/CD28 stimulation (Figure 4, A and B). Purified CD8^+^ OT-1 T cells were sorted and then adoptively transferred into immune-deficient RAG2 KO (B6[Cg]-Rag2^tm1.1Cgn^/J) mice, which were then infected with murine cytomegalovirus (MCMV) (Figure 4C). This acute infection results in high inflammatory cytokine responses and allows for elevated memory bystander T cell activation. The transferred OT-1 memory T cells were bystander activated as shown by increased CD69 and NKG2D expression (Figure 4, D and E) (19, 24). Analogous to the in vitro studies, the PD-1^–^ subset of the transferred OT-1 CD8^+^ T cells proliferated to a significantly greater extent than the PD-1^+^ population within the liver (Figure 4F). Also mirroring the previous studies with human T cells, along with increased activation, the PD-1^–^ OT1 cells also had greater apoptosis as determined by annexin V staining (Figure 4G). We then assessed the blocking of PD-1 in vivo on the bystander-activated T cell responses in these cells. Concurrent viral infection and anti–PD-1 treatment resulted in a marked increase in proliferative responses of PD-1^+^ OT-1 T cells but had no effect on proliferative responses in the PD-1^–^ population, demonstrating the specific effects of PD-1 blockade and the ability to override the inhibitory effects (Figure 4F). Importantly, the administration of anti–PD-1 in mice receiving the OT-1 T cells also resulted in lower viral titers, indicating that increased bystander-mediated effector functions were also occurring (Figure 4H). Similar to the in vitro activation data using PD-1^–/–^ T cells, concurrent anti–PD-1 treatment also resulted in an increased apoptosis in the PD-1^+^ T cells by AICD, and this was not observed in the PD-1^–^ OT-1 T cells following infection, also demonstrating the specificity of the blockade on the PD-1^+^ cells with both activation and AICD increases (Figure 4G). Thus, PD-1 inhibits antigen-nonspecific bystander T cell activation responses in vivo following viral infection but also suppresses AICD, and these can be overridden with checkpoint blockade, resulting in increased activation and antiviral effector functions in the complete absence of antigen-specific T cell activity.

### Loss of PD-1 signaling increases early functionality but results in increased AICD with bystander activation following viral challenge.

The role of PD-1 on virally induced bystander-activation responses using non-TCR transgenic memory T cell responses was then assessed by adoptively transferring sorted memory (CD44^+^) T cells from WT and PD-1 KO mice into immunodeficient NSG (NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ) mice. Memory T cells have been previously demonstrated incapable of inducing primary antigen responses, even in allogeneic situations. Prior to sorting, WT and PD-1 KO T cells were evaluated by flow assessing phenotype differences in memory profile and confirming PD-1 expression and then underwent a purity check after sorting to validate cell populations prior to transplant (Supplemental Figure 4, A–F). The NSG mice were then infected with MCMV (Figure 5A). Comparable to the effects using OT-1 T cells, the T cells recovered from PD-1^–^ donors demonstrated increased bystander responsiveness as indicated by increased IFN-γ production with both CD4^+^ and CD8^+^ T cells (Figure 5, B and C). Also, in agreement with the in vitro and human HD IL-2 data, there was also increased apoptosis as determined by caspase immunofluorescence staining, annexin V flow cytometry staining, and TUNEL IHC (Figure 5, D–G and Supplemental Figure 5A). The subsequent loss of T cell numbers by apoptosis was made manifest by greater loss of CD4^+^ and CD8^+^ PD-1 KO T cells over time (Figure 5H).

We then assessed the effects of anti–PD-1 on the ability of the memory T cells to respond following viral infection and bystander activation using the same model (Figure 5I). In accordance with previous OT-1 studies, following infection, anti–PD-1 treatment resulted in the CD8 T cells exhibiting higher early T cell activation indicated by increased granzyme B and NKG2D expression at day 3 (Figure 5, J and K). However, WT T cells from mice receiving anti–PD-1 or receiving PD-1 KO donor T cells had significantly greater apoptosis (Figure 5, L and M), which resulted in significantly greater donor T cell loss after infection (Figure 5N). Subsequently, mice receiving PD-1 KO T cells experienced substantially greater weight loss by week 2 after infection as well as significantly greater viral loads, indicating loss of effector functions (Supplemental Figure 5, B and C). These results demonstrate that absence of PD-1 signaling, whether due to genetic ablation or use of blockade, can initially augment bystander memory T cell activation, proliferation, and function following viral infection due to normalization of the PD-1^+^ subset to that of the PD-1^–^ T cells. However, this increased activation potential using PD-1^–/–^ T cells or with checkpoint blockade also results in greater AICD and eventual T cell loss, which culminates with the reduction of long-term antiviral efficacy.

## Discussion

The clinical application of both HD IL-2 therapy, as well as use in combination with ex vivo generated LAK or CIK cells, has demonstrated antitumor effects for several cancers, albeit with significant toxicities (5, 20). The effector T cells generated in this manner have been demonstrated to mediate non–antigen-specific cytotoxicity in an NKG2D-mediated manner (5, 19, 25). The bystander T cells require the continuous presence of the high cytokine/inflammatory environment to maintain activation and survival, and these cells likely represent a means for early effector responses. The results presented here demonstrate that, similar with effects on antigen-specific T cell responses, the PD-1/PD-L1 axis plays a role in limiting the subset of antigen-nonspecific bystander activation of both human and mouse memory CD4^+^ and CD8^+^ T cells. While both PD-1^+^ and PD-1^–^ memory T cells are activated with cytokine stimulation alone, the proliferative extent of the PD-1^–^ subset was significantly greater in both human and mouse memory cells. Blockade or abrogation of the PD-1 pathway results in increased activation and function of the bystander-activated memory T cells, but also causes increased apoptosis due to AICD leading to overall memory T cell loss. Importantly, this occurred both in vitro and in vivo with clinical results mirroring the preclinical mouse data. Using more stringent models in which no TCR engagement can occur to represent true bystander-activation events, it was revealed that consistency in phenotypes and transcriptomics follow bystander activation in both mouse and human T cells. Notably, while the scope of this investigation was on the role of PD-1 in regulating antigen nonspecific bystander activation, further detailed analysis on PD-1^–^ and PD-1^+^ subsets need to be further explored, particularly in the contexts of different memory subsets, effector signatures, and stemness, especially after blockade, as there may be differential effects contingent on the differentiation stage of the memory population as well as the extent of bystander activation or strength of signal involved.

TCR crosslinking immediately upregulates PD-1 expression, whereas bystander activation only maintains PD-1 expression within the memory T cell subset already expressing it, and this can vary widely on percentages based on numerous factors. The use of TCR transgenic T cells also allowed for definitive assessment of true antigen-nonspecific bystander-activation effects, demonstrating they can mediate protection from viral infections and that purified memory T cells also exhibited comparable behaviors in vitro and in vivo. It is of interest that the human and mouse bystander-activated T cells were remarkably similar in their response to PD-1 signaling, highlighting the evolutionary importance of PD-1 in regulating and maintaining memory T cell populations, especially under bystander-activation conditions where loss of these populations could have significant impact for future antigen-specific responses. This protection from AICD may in part be accomplished by the well-characterized phenomenon of PD-1 in dampening IFN-γ production. IFN-γ–mediated upregulation of CD95 on tumors (26) and virally infected cells (27) has been shown to increase susceptibility to apoptosis, but it is the induction of CD95 on the activated T cells that also limits T cell responses (11). As bystander-activated T cells do not upregulate PD-1 expression, the PD-1^–^–activated bystander T cells more rapidly proliferate and overtake the PD-1^+^ cells both in vitro and in vivo. In this case, the susceptibility of bystander-activated PD-1^–^ T cells to AICD can clear a niche for emerging antigen-specific responses (12) as well as promote T cell contraction after resolution of inflammation or cytokine levels (28). The ability for PD-1/PD-L1 to suppress not only IFN-γ expression but also other effector functions suggests this axis plays a role in maintenance and effector function needs (29). Our data would imply a strong evolutionary role of PD-1/PD-L1 to reduce memory T cell loss due to AICD in the strong inflammatory conditions associated with bystander activation, which is likely important with increasing age and experienced infections due to the predominance of long-lived memory T cell pools. Our studies also highlight the need to use older mice to assess bystander-mediated effects, especially given the low memory T cell compartment with even lower (to negligible) PD-1^+^ cells within that memory pool in younger specific pathogen–free (SPF) mice.

PD-1 and, perhaps other immune checkpoints, such as TIGIT, LAG3, and TIM3, among others, have likely evolved to regulate the changing and dwindling antigen receptor diversity of the T cell compartment with age and continuous antigen stimulation, allowing for maintenance of response capability of a finite pool of memory cells (17, 30, 31). Much of the emphasis on therapeutically targeting PD-1/PD-L1 has centered on the reversal of exhaustion and increasing effector function in cancer with application of such therapeutics being not only increasingly applied but also for longer periods of time. However, the effects of prolonged blockade on overall T cell responses on nominal antigens or with recall responses have not been well characterized in both mouse studies and clinical assessment. Evidence using PD-1^–/–^ mice suggests that impairment of memory T cell responses or maintenance occurs with loss of PD-1 (32, 33), resulting in worsening “exhaustion” and reduced survival months after chronic viral infection (33). The mechanism underlying the impaired function in the mice was unclear but is consistent with our results of increased AICD and T cell loss during states of high stimulation as possibly contributing. In our study, PD-1 deletion or blockade introduced a short-term gain but long-term loss for non–antigen-specific T cell function in the context of strong stimulatory signals, although these studies used adoptive transfer into immunodeficient mice, likely augmenting any effects of this limited pool transferred. The data here pertain to T cells, but this phenomenon may very well apply to other immune cells, such as B cell and myeloid lineage cells, that express PD-1 (34). The role of PD-L1 in regulating apoptosis also has to be further explored, and a recent study implicates PD-L1 in reducing apoptosis of neutrophils in models of sepsis (35). Interestingly, the same strong cytokine signaling responsible for bystander activation of T cells may induce PD-L1 expression on a number of cells, including those of the myeloid lineage or even the tumor itself, providing additional brakes for T cells, yet this would also provide further opportunity for ICI to override inhibitory signaling. However, the impact of PD-L1 in the context of ICI therapy is still contingent upon the nature or types of the immune therapy regimens applied, whether it be antigen specific, bystander activated, or a combination. It is therefore important to understand the potential consequences of removing the immunological “brakes” during events of strong immune stimulation for the immune system’s ability to defend against reinfection or latent infection. It may be possible to determine means of minimizing this loss as well as determining the magnitude of bystander-activation responses needed for sufficient efficacy in various disease states.

The results presented here suggest that long-term application of ICI may have effects on maintenance and function of the finite memory T cell compartment as it also can potentially increase future bystander T cell responses. This may have beneficial, deleterious, or mixed effects in the host. It will be important to gauge the potential impact on critical memory T cells specific to chronic (such as CMV) or acute (such as COVID-19 or influenza) viral infections or vaccines in the aged cancer population undergoing ICI therapy. Tracking these effects may be difficult, as blockade alone does not induce AICD in the absence of strong T cell stimulation. The combinations of ICI with other immunostimulatory regimens may exacerbate this effect. The potential for increased susceptibility from T cell-mediated immunopathology following activation of bystander T cells in patients undergoing long-term ICI should also be considered. Further studies are needed to evaluate the impact of ICI over longer periods of time on overall fitness of memory T cell recall responses in the aged population that rely on these populations.

## Methods

### Mice.

Male and Female C57BL/6NTac and C57BL/6J aged 6–12 weeks old were purchased from Taconic Farms and Jackson Laboratories. OT-1 mice and RAG2 KO mice were purchased from Jackson Laboratories. The NSG mice were purchased from Jackson Laboratories or bred in-house. B6 PD-1^–/–^ (PD-1 KO) mice were provided by Bruce Blazar (University of Minnesota) and originally provided by Tasuku Honjo and Hiroyuki Nishimura (36). In some experiments, B6 PD-1^–/–^ donor mice were used to create BM cell (BMC) chimeras into lethally irradiated congenic recipients and used as a source of T cells 60 days after reconstitution and determination of donor origin (19). All mice were housed in Association for Accreditation of Laboratory Animal Care-approved SPF facilities with free access to food and water and were aged in the facility for use.

### In vitro culture experiments.

Single-cell suspensions were plated in 96-well flat bottom plates at 150,000–200,000 cells per well. Cells were stimulated with recombinant human IL-2 (TECIN Teceleukin, catalog 202-IL), recombinant human IL-15 obtained from the NCI Biological Resources Branch, CD3 (eBioscience, catalog 16-0031-86) for mouse cells, CD28 (eBioscience, catalog 16-0281-86) for mouse cells, or Dynabeads Human T-Activator CD3/CD28 (Gibco, catalog 11161D) for human cells. For BrdU proliferation studies, 10 uM BrdU was add on day 8 of culture and cells were stained for flow cytometry assessment on day 10. Cells were stained according to the manufacturer’s instructions (BD, catalog 559 619) with anti-BrdU FITC provided in kit. Cells were incubated using complete RF10c media containing 10% Nu Serum (Corning, IV Culture, catalog 355504), 2 mM glutamine (Gibco, catalog 25030-081), 1% nonessential aa (Corning, catalog 25-025-CI), 1% penicillin-streptomycin (Corning, catalog 30-002-CI), 5 × 10^–5^ M 2-mercaptoethanol (Sigma-Aldrich, catalog M7522-100), 1 M HEPES buffer (Gibco, catalog 15630-080), and 1 mM sodium pyruvate (Corning, catalog 25-000-CI) at 37°C, 5% CO2.

### Adoptive transfer studies.

OT-1 donors were either immunized with BM-derived DCs pulsed with OVA (OVA 257–264) SIINFEKL peptide (Sigma-Aldrich, catalog 138831-86-4) or used without immunization, as indicated. PD-1^–/–^ BM chimeras and WT BM chimeras were generated by adoptively transferring 25 × 10^6^ BM cells from B6 PD-1^–/–^ or control donor mice into C57BL/6J recipient mice lethally irradiated with a split dose of 650 cGy. PD-1 blockade (29F.1A12; BioXCell, catalog BE0273,) or rat IgG (Jackson ImmunoResearch, catalog 012-000-002) was administered on indicated days with 500 μg on days 0 and 2. Recombinant human IL-2 (TECIN Tecekeyjub) was administered at 200,000 IU per day in NSG mice or 200,000–500,000 IU per day in aged mice as indicated.

### MCMV infection.

MCMV Smith strain was obtained from American Type Culture Collection and maintained by repeated salivary gland passage in BALB/c mice. MCMV was administered i.p. in 0.2 mL of RPMI medium. Quantification of MCMV virus using real-time PCR was performed as previously described (37, 38). Briefly, DNA was extracted from livers using the DNeasy Tissue Kit (Qiagen, catalog 69506) and the MCMV IE1 gene was amplified using the HotStarTaq Master Mix (Qiagen, catalog 203446) and forward and reverse primers. Standard curve was constructed by plotting the Ct value against the log of IE1-containing plasmid, followed by a sum of least square regression analysis. Plasmid was purified and quantified by serial 10-fold dilutions using forward and reverse primers and probe. Target copy numbers in the tissue samples were then calculated using the equation obtained by least square regression analysis. Results were expressed as IE1 gene copies/100 μg of DNA. Data was analyzed on CFX Maestro Software (Bio-Rad).

### Human HD IL-2 regimen.

Blood samples were obtained from patients with metastatic melanoma (NCT 01416831) or renal cell carcinoma (NCT 02306954) enrolled in a randomized Phase II trial and receiving HD IL-2 alone as previously described (21, 22, 25, 26). Briefly, HD IL-2 (Proleukin [aldesleukin], Prometheus Laboratories) was administered at 600,000 IU/kg by i.v. bolus infusion given every 8 hours for 14 planned doses. PBMCs were isolated from blood samples obtained at baseline and day 8 and were cryopreserved for future analysis.

### Isolation cell protocol.

Mouse T cells were isolated using MagniSort Mouse T cell Enrichment Kit (Invitrogen, catalog 8804-6820-74). Mouse T cells were sorted on BD FACSAria II (BD Biosciences). Human T cells were isolated using the MagniSort Human T cell Enrichment Kit (Invitrogen, catalog 8804-6810-74). Human T cells were sorted on the BD Influx Cell Sorter (BD Biosciences).

### Flow cytometry.

Single-cell suspensions were prepared from spleens, livers, lung, or salivary glands. Peripheral blood was collected by tail vein bleeds and lysed with BD Pharm Lyse (BD Bioscience, catalog 555899). Cells were incubated with Fc block (anti-CD16/32 clone 93; BioLegend for mouse; Human TruStain FcX, BioLegend for human). LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Invitrogen) and Fixable Viability Dye eFluor780 (Invitrogen) were used to stain for dead cells. Apoptosis was assessed by annexin V (PB or PerCp-eFluor710) staining (BioLegend) using Apoptosis Detecting Kit (eBioscience) following the manufacturer’s instructions. For intracellular cytokine staining, cells were incubated at 37° C with 4 L/6 L GolgiStop (BD Biosciences) and 1 L/mL GolgiPlug (BD Biosciences) only or with Phorbol 12-myristate 13-acetate (PMA) and ionomycin for 4 hours before surface staining. Intracellular cytokine staining was performed using Cytofix/Cytoperm kit (BD Biosciences). Flow cytometry data were acquired on an LSR Fortessa flow cytometer (BD Biosciences) and analyzed using FlowJo 10.6.1 software.

For mouse studies, the following fluorochrome-conjugated monoclonal Abs were purchased from BioLegend: APC-anti-CD45 (30-F11), PB or AF700 anti-CD44 (IM7), BV711 or PE anti-CD4 (RM4–5), BV785 or APC anti-CD3 (17A2), BV605 anti-CD8α (53–6.7), PE anti–PD-1 (RMP1-30), AF700 anti-Ki67 (16A8), BV605 or PE anti-CD69 (H1.2F3), PerCP-Cy5.5 anti-CD25 (PC61), FITC or AF647 anti–granzyme B (GB11), and PE-Cy7 anti-CD3 (145-2C11). The following fluorochrome-conjugated monoclonal Abs were purchased from Thermo Fisher Scientific: FITC or APC anti–PD-1 (RMP1–30), PE-Cy7 anti-CD62L (MEL-14), FITC anti-CD8α (KT15), PE-eFluor610 anti-CD314 (NKG2D; CX5), and APC anti-CD44 (IM7). The following were from BD Biosciences: APC-Cy7 anti–IFN-γ (XMG1.2), FITC anti-CD69 (H1.2F3), PE anti-CD8α (53–6.7), and FITC anti-CD95 (Jo2).

For human studies, the following fluorochrome-conjugated monoclonal Abs were purchased from BioLegend: BV785 anti-CD3 (OKT3), FITC anti-CD3 (HIT3a), BV785 or BV605 anti-CD8 (RPA-T8), BV711 anti-CD4 (OKT4), PE anti-CD56 (HCD56), PE/Dazzle anti-CD45RA (HI100), BV421 or APC anti-CD45RO (UCHL1), PE or APC anti–PD-1 (EH12.2H7), APC-Cy7 or BV510 anti–IFN-γ (B27), FITC or PE-Cy7 anti-CD69 (FN50), BV510 anti-CD25 (M-A251), FITC or BV605 anti-CD95 (DX2), PE-Cy7 anti–granzyme B (QA16A02), FITC or AF647 anti–granzyme B (GB11), APC-Cy7 anti-CCR7 (G043H7), and FITC or PerCP eFluor 710 anti–HLA-DR (L243). The following fluorochrome-conjugated monoclonal Abs were purchased from Thermo Fisher Scientific: PerCP-eFluor710 anti-CD69 (FN50), PE anti–PD-1 (MIH4), and APC or FITC or PE-Cy7 anti–Ki-67 (20Raj1). From BD Biosciences, the following was used: AF700 anti-CD25 (M-A251).

### Tetramer staining.

NIH Tetramer Core Facility (Emory University) provided the following tetramers: PE-MHC class I tetramer, consisting of murine H-2Kb complexed to SIINFEKL (OVA257-264) peptide. OVA257-264 tetramer was stained at 4° C for 1 hour prior to cell surface stain. All tetramers were stained at 1:100.

### Multiplex immunostaining and tissue imaging.

FFPE liver 4 μm sections were obtained for immunostaining. To see the expression and activity of caspase-3 in hepatic T cells, we utilized multiplex IHC using a tyramide signal amplification (TSA) method. Sections at 4 μm thickness were cut from FFPE tissues. After deparaffinization and rehydration, initial antigen retrieval was performed in 10 mM citrate buffer using a decloaking chamber (Biocare Medical) for 45 minutes at 125^o^C at 15 psi. Primary Abs were used to active Caspase-3 (R&D System, catalog AF835; 1:200) and CD3 (Cell Signaling, catalog 99940; 1:150). TSA visualization was performed with the Opal 7-color manual IHC kit (NEL811001KT). The cleaved region of caspase-3 was labeled by Opal 570, and anti-CD3 signaling was by Opal 690. Each TSA signal was finished with microwave treatment, and counterstaining was performed by DAPI in Fluoromount-G mounting medium (Thermo Fisher Scientific). Stained slides were scanned using the Vectra 3 Automated Quantitative Pathology Imaging System (Akoya Biosciences). Multiple regions of interest were selected using the Phenochart viewer (Akoya Bioscience) and imaged at x20 objective. To build a spectral library for spectral unmixing, DAPI-only stained sections and single-stained paired slides were prepared. Multispectral images were then unmixed using spectral libraries using the inform Advanced Image Analysis software (Akoya Biosciences).

### TUNEL IHC.

For histological staining, livers were fixed in 10% neutral buffered formalin for 24 hours at room temperature and then placed in 70% ethanol. Tissue was paraffin embedded. Multiple 4 μm sections were cut and stained with H&E stain or the following reagent: rabbit anti–mouse-PD-1 (Clone EPR20665, Abcam). TUNEL assay was completed following manufacturer’s instructions with ApopTag Plus Peroxidase In Situ Apoptosis (Millipore Sigma). Images were captured by Olympus FSX100 all-in-one Fluorescence Microscope (Olympus Life Science).

### RNA-Seq.

Total RNA was extracted from sorted mouse or human T cells using Total RNA Purification Plus Micro Kit (Norgen Biotek) following standard protocols and quantified using Qubit RNA HS kit on a Qubit fluorimeter (LifeTechnologies). RNA integrity was assessed using TapeStation 2200(Agilent). Barcoded 3’ Tag-Seq libraries were created by UCD DNA Technologies Core facility using QuantSeq FWD kit (Lexogen) for multiplexed sequencing according to the recommendations of the manufacturer. The fragment size distribution of the libraries was verified via microcapillary gel electrophoresis on a Bioanalyzer 2100 (Agilent). The libraries were quantified by fluorometry on a Qubit instrument (LifeTechnologies) and pooled in equimolar ratios. The libraries were sequenced on a HiSeq 4000 sequencer (Illumina) with single-end 100 bp reads. Analysis of the sequencing data was performed by UCD Bioinformatics Core. Raw reads were processed with HTStream v.1.1.0 (https://s4hts.github.io/HTStream/); to perform raw sequence data QA/QC, adapter contamination and low-quality bases/sequences were removed. The trimmed reads were aligned to the Mus musculus GRCm38 primary assembly genome with GENCODE v.M23 annotation (for mouse) or to the Homo sapiens GRCh38 primary assembly genome with GENCODE v.32 annotation, using the aligner STAR v. 2.7.0f (39) to generate raw counts per gene. Raw counts per gene were normalized and analyzed for differential gene expression using Bioconductor packages edgeR (39) and limma (40).

### Statistics.

Graphs were made and statistical analyses were performed using GraphPad Prism Version 6.02 (GraphPad Software). Data were expressed as mean SD or SEM, as indicated. One-way or 2-way ANOVA tests were performed with Tukey’s post hoc test or Holm-Sidak’s multiple comparisons testing, as appropriate. The 2-tailed Student’s *t* test was used to compare differences between 2 normally distributed test groups. *P* values of less than 0.05 were considered statistically significant. Statistical outliers were identified using the robust regression and outlier removal (ROUT) test.

### Study approval.

All experimental protocols involving animals were approved by the IACUC of UCD. Signed and informed consent was obtained before enrollment and collection of patient samples and the Providence Health System Regional Institutional Review Board, Oregon, approved the study.

### Data availability.

Original data values can be found in the Supporting Data Values file. Data from RNA-Seq can be found on the NCBI GEO database (accession GSE199615).

## Author contributions

Contribution: CTL and WJM directed the project. CTL, CD, LTK, LVV, AMM, and WJM designed and analyzed the research. CTL, CD, LTK, LVV, IB, SJJ, CC, MKS, and AMM performed experiments and analyzed the results. CTL, LVV, AMM, and WJM cowrote the manuscript. EGA, BC, RJC, MD, DLL, and BRB provided essential reagents and/or design contributions. All coauthors edited the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
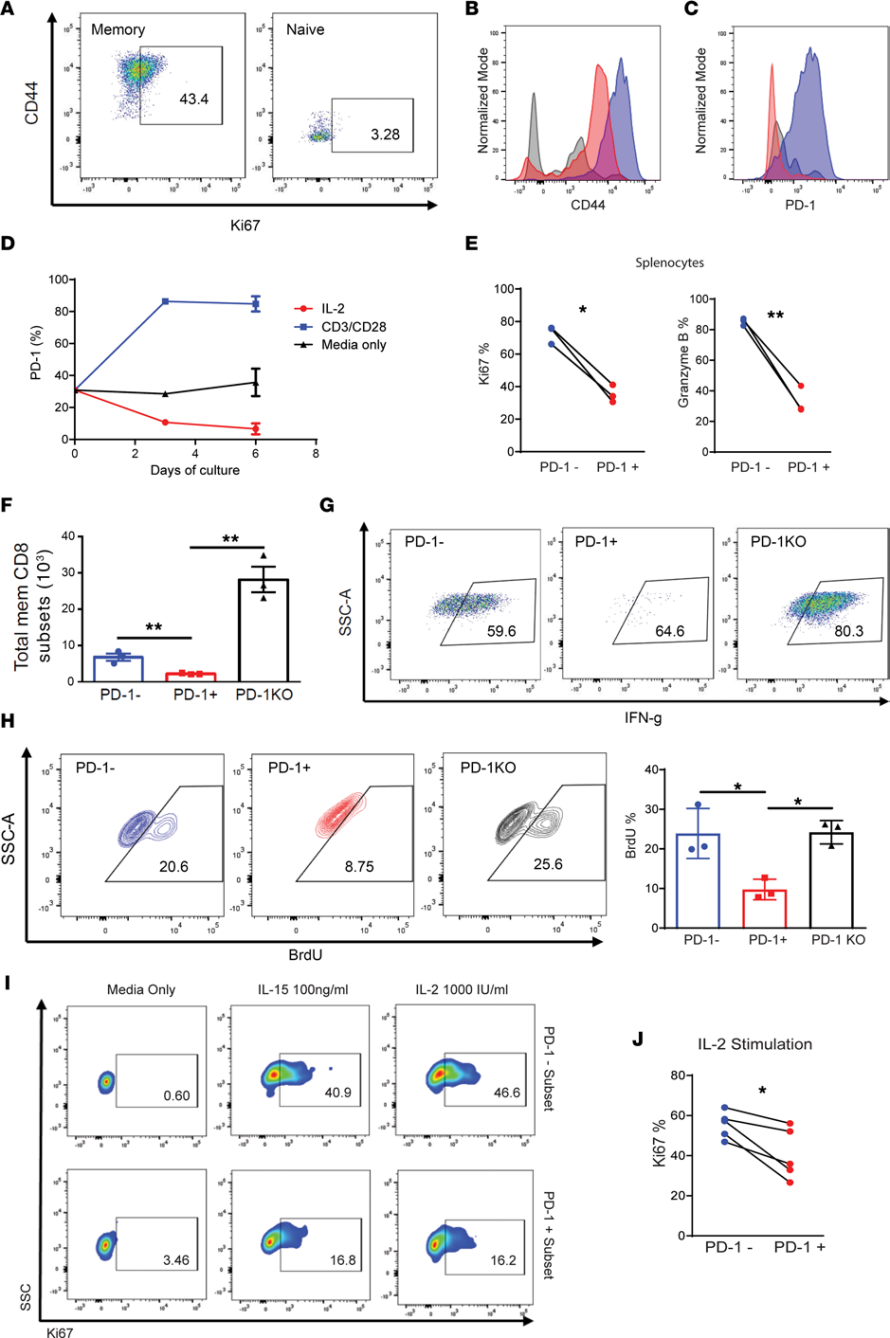
Human and mouse bystander-activated memory T cells have a distinct phenotype following activation and differential effects are observed on PD-1^+^ versus PD-1^–^ memory subsets in vitro. (**A**) Flow Cytometry of Ki67 expression for IL-2 (1,000 IU) stimulated memory and naive murine T cells. (**B** and **C**) Flow cytometry MFI histograms of in vitro cultures of mouse T cells stimulated with IL-2, CD3/CD28, or media alone. (**D**) In vitro time course of PD-1 expression over time across stimulations with IL-2, CD3/CD28, or media alone (*n* = 3). (**E**) Ki67 and Granzyme B expression from PD-1^+^ and PD-1^–^ T cells cultured from murine splenocytes stimulated with IL-2 in vitro (*n* = 3). (**F**) Total number of memory CD8 T cells following IL-2 in vitro stimulation (*n* = 3). (**G**) Flow Cytometry plots of IFN-γ staining in PD-1^–^ and PD-1^+^ WT T cells and PD-1^–/–^ T cells. (**H**) Representative flow cytometry staining of BrdU incorporation within PD-1^–^ and PD-1^+^ WT T cells and PD-1^–/–^ T cells and quantified results (*n* = 3). (**I**) Representative Ki67 staining of PD-1^–^ and PD-1^+^ human T cells stimulated with IL-2, IL-15, or maintained in media alone. (**J**) Quantified flow cytometry Ki67 percentages of PD-1^–^ and PD-1^+^ human T cells stimulated with IL-2 (*n* = 4). All experiments depicted are representative of at least 2 experiments. Two-tailed paired Student’s *t* test (**E** and **J**) used to compare 2 groups. One-way ANOVA with Tukey’s post hoc test for comparison of 3 or more groups (**F** and **H**). *P < 0.05, **P < 0.01.

**Figure 2:**
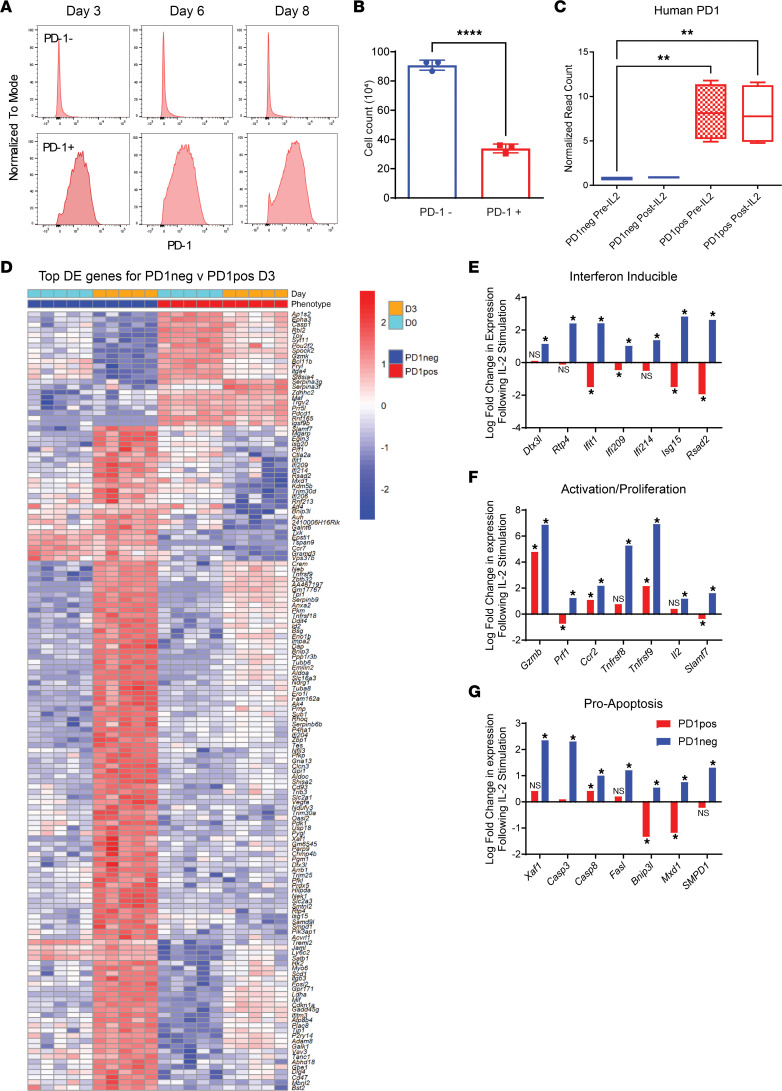
Transcriptomic profiling of PD-1^–^ and PD-1^+^ human and mouse memory T cell subsets to bystander activation. (**A**) Human **PD-1^–^** and PD-1^+^ memory CD8 T cells were sorted and cultured with IL-2 and examined for PD-1 expression by flow cytometry. (**B**) Hemocytometer count of sorted **PD-1^–^** and PD-1^+^ memory T cells cultured with IL-2 on day 11. (**C**) Human *PDCD1* gene normalized read counts pre– and post–IL-2 stimulation. (**D**) Top differentially expressed genes of **PD-1^–^** and PD-1^+^ memory CD8 T cells sorted from mouse splenocytes and cultured for 3 days with IL-2. (**E**) IFN-inducible genes, (**F**) activation/proliferation genes, and (**G**) proapoptosis-associated genes log fold change in expression post–IL-2 stimulation from transcriptome analysis. Data depicted are representative of at least 2 experiments. Sample size *n* = 4 for human donors in **A**–**C** and *n* = 5 for individual mice in **D**–**G**. *n* = 3 for technical replicates in **B**. A 2-tailed paired Student’s *t* test was used for comparison of 2 groups in **B**. An ordinary 1-way ANOVA with Tukey’s multiple comparisons test was used for comparison of multiple groups in **C**. *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 3:**
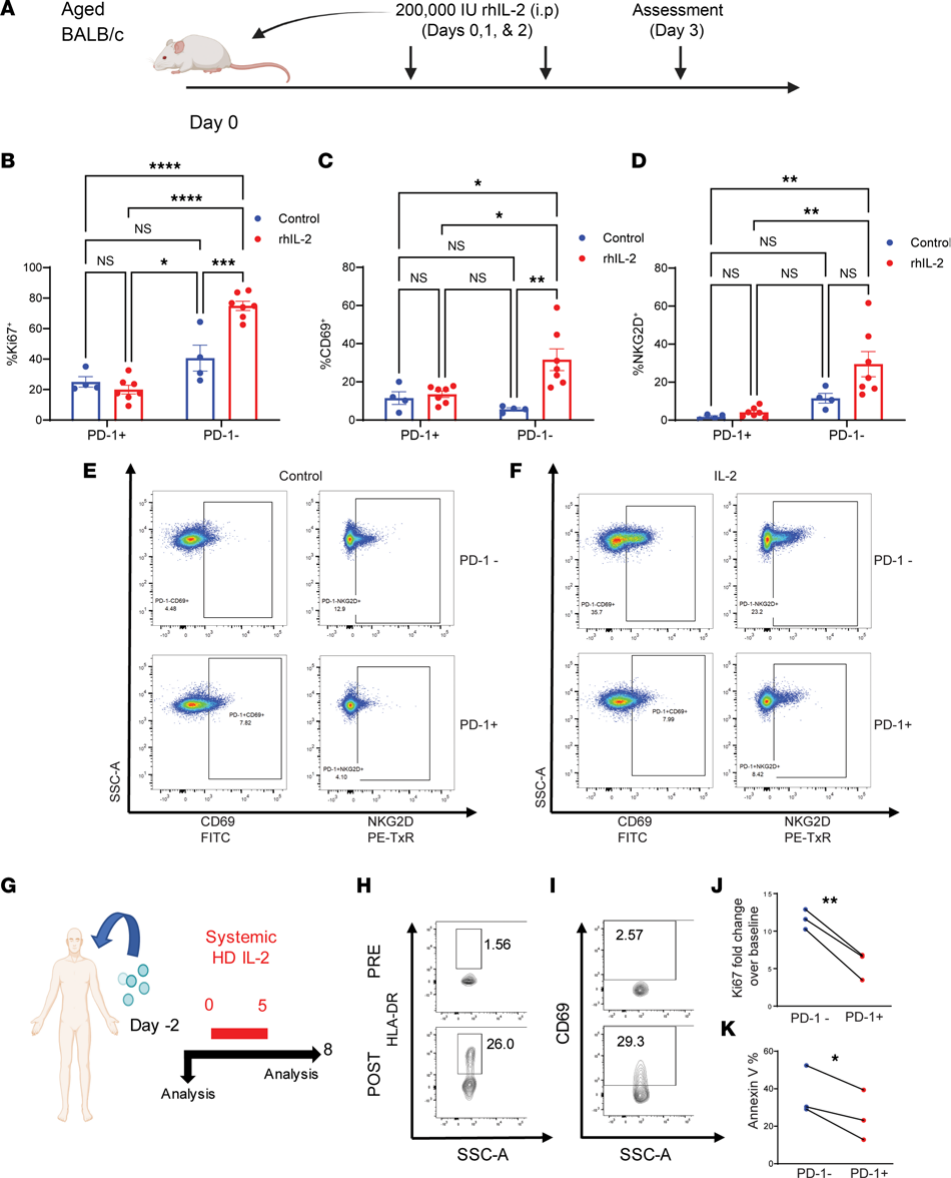
Differential activation responses in PD-1^+^ and PD-1^–^ bystander-activated T cells in mice and patients undergoing HD IL-2 treatment. (**A**) Experimental Schema: aged mice were injected with recombinant human IL-2 i.p. daily and assessed for bystander activation (*n* = 4–7). (**B**) Ki67 percentage of CD3 T cell subsets. (**C**) CD69 percentages of CD3 T cells. (**D**) NKG2D of CD3 T cells. (**E** and **F**) Corresponding representative flow cytometry plots of CD69 and NKG2D staining of PD-1–negative and positive populations in IL-2– or control-treated groups. (**G**) HD IL-2 regimen: Patients were treated with 600,000 IU per kilogram IV every 8 hours for 14 planned doses starting on day 0. PBMCs were collected on day –2 and day 8 and analyzed. (**H**) HLA-DR percentage of T cells before and after treatment within 1 individual patient. (**I**) CD69 percentage of T cells before and after treatment. (**J**) Differential Ki67 upregulation in PD-1**^–^** and PD-1^+^ subsets following treatment over baseline. (**K**) Quantified annexin V percentages of live PD-1**^–^** and PD-1^+^ subsets following treatment. One-way ANOVA with Tukey’s multiple comparison test was used to compare multiple groups in **B**–**D**. Two-tailed paired Student’s *t* tests were used to compare 2 groups in **J** and **K**. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
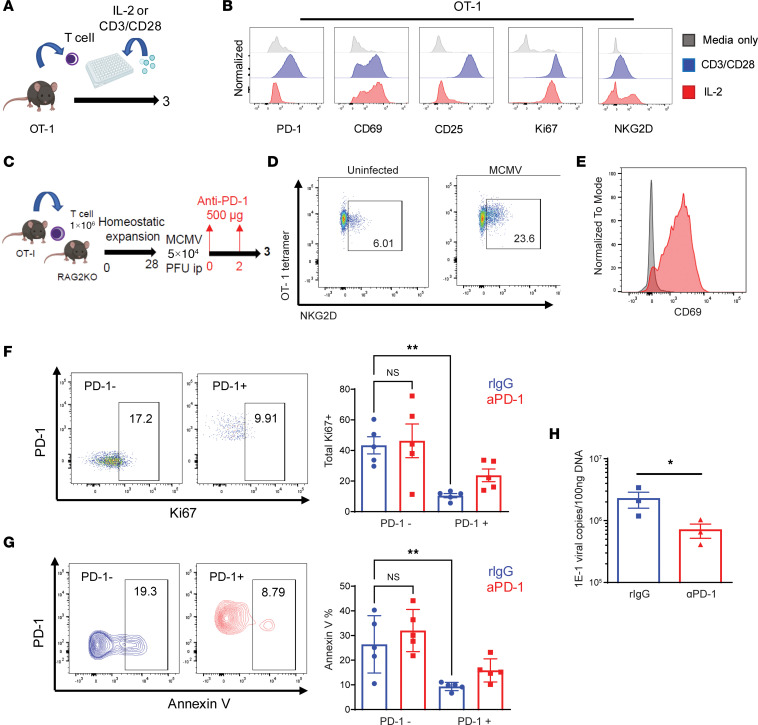
PD-1 downregulates bystander memory T cell responses in vivo during acute systemic viral infection in mice and its reversal using checkpoint blockade. (**A**) Experimental Schema: T cells were isolated from OT-1 spleen and cultured in vitro with IL-2 or CD3/CD28 for 3 days. (**B**) Histogram PD-1, CD69, CD25, Ki67, and NKG2D with culture. (**C**) Experimental schema depicting adoptive transfer of OT-1 Memory CD8 T cells into RAG2^–/–^ mice followed by challenge with MCMV and anti–PD-1 or IgG treatment. (**D**) Representative flow plot of NKG2D percentage of OT-1 T cells in spleen on day 3. (**E**) Histogram plot of CD69 percentage of OT-1 T cells in spleen on day 3. (**F**) Representative flow plot of Ki67 percentage of PD-1**^–^** and PD-1^+^ subsets in liver on day 3 and corresponding quantification. (**G**) Representative flow plots of annexin V percentage of PD-1**^–^** and PD-1^+^ subsets in liver on day 3 and corresponding quantification. (**H**) MCMV viral copies in liver in mice receiving IgG or anti–PD-1 treatments. Experiments are representative of at least 2 experiments and sample size of individual mice depicted is *n* = 5 in **F** and **G** and *n* = 3 in **H**. One-way ANOVA with Tukey’s multiple comparison test was used for comparison of multiple groups in **F** and **G**. Two-tailed unpaired Student’s *t* tests were used to compare 2 groups in **H**. *P < 0.05, **P < 0.01.

**Figure 5:**
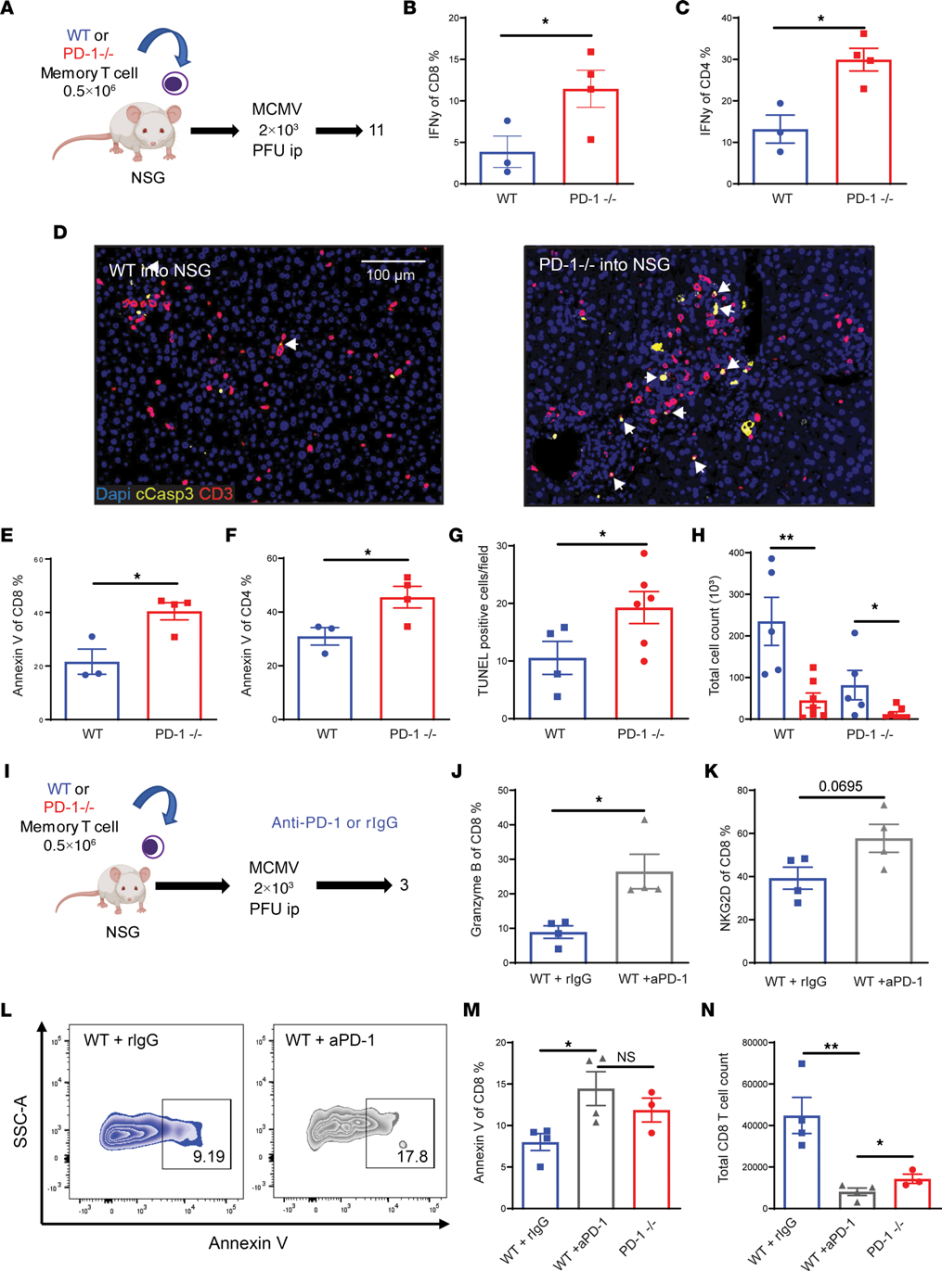
Loss of PD-1 signaling increases early functionality but results in decreased long-term survival with bystander activation. (**A**) Experimental schema: Memory T cells from WT BM chimera or PD-1^–^/^–^ BM chimera were adoptively transferred into NSG mice, which were then infected with MCMV 2 × 10^3^ PFU and assessed on day 11 (*n* = 3–4). (**B**) IFN-γ percentage of CD8 and CD4 T cells in spleen. (**C**) Annexin V percentage of live CD8 and CD4 T cells in the spleen. (**D**) Multiplex immunofluorescence (IF) staining of activated caspase-3 and CD3 in the liver. White arrows indicate activated caspase-3^+^CD3^+^ cells. Scale bar: 100 μm. (**E** and **F**) Annexin V percentages of CD4 and CD8 T cells. (**G**) Quantification of average TUNEL^+^ cells/field in liver. (**H**) Total CD8 and CD4 T cells in spleen on day 11. (**I**) Experimental schema: Memory T cells from WT BM chimera were adoptively transferred into NSG, which were then infected with MCMV 2 × 10^3^ PFU and treated with anti–PD-1 blockade or rat IgG control on days 0 and 2. Analysis was performed on day 3. (**J**) Granzyme B percentage of CD8 T cells. (**K**) NKG2D percentage of CD8 T cells. (**L**) Representative flow plots of annexin V staining of live memory CD8 T cells in the spleen. (**M**) Annexin V percentage of live CD8 T cells in the spleen. (**N**) Total CD8 T cells in spleen on day 3. Data depicted are representative of at least 2 experiments. Bar graphs depict sample size of individual mice. Two-tailed unpaired Student’s *t* test in **B**–**D**, **E**–**H**, **J**, and **K** used to compare 2 groups. One-way ANOVA with Tukey’s post hoc test for comparison of 3 or more groups in **M** and **N**. *P < 0.05, **P < 0.01.

# Supplementary material for: Regulation of human and mouse bystander T cell activation responses by PD-1
**Source:** JCI Insight. 2023 Sep 22;8(18):e173287. doi: 10.1172/jci.insight.173287
**Supplement:** Supplemental data

A

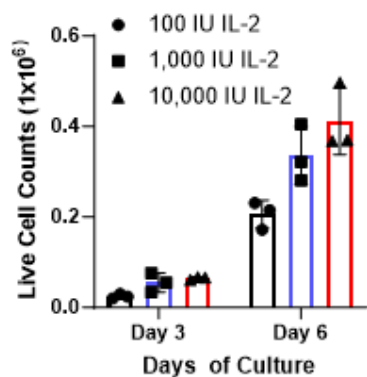

B

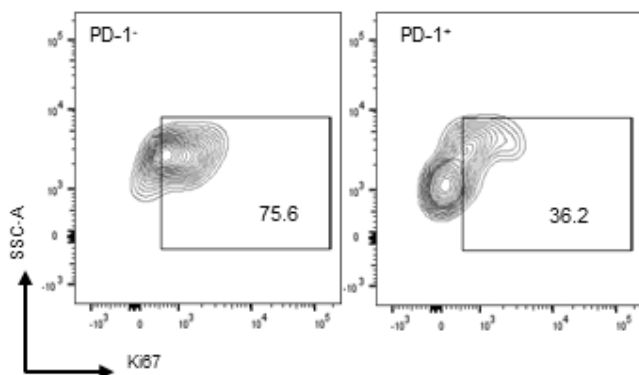

C

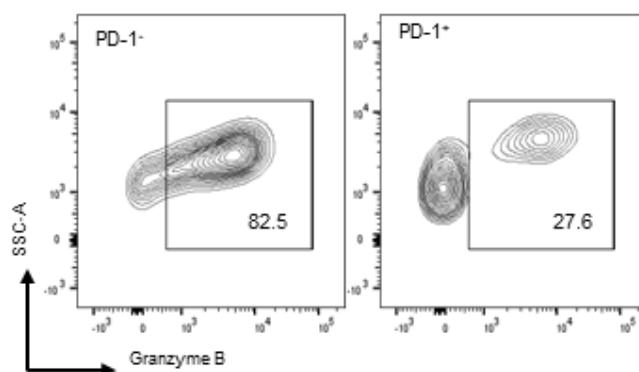

**Supplemental Figure 1.** A) Live cell counts following in vitro culture of IL-2 at three doses (100 IU, 1,000 IU, and 10,000 IU) at 3 and 6 days. B & C) Flow cytometry plots of Ki67 and Granzyme B expression from PD-1<sup>+</sup> and PD-1<sup>-</sup> T cells cultured from murine splenocytes stimulated with IL-2 in vitro. All experiments depicted are representative of at least two experiments.

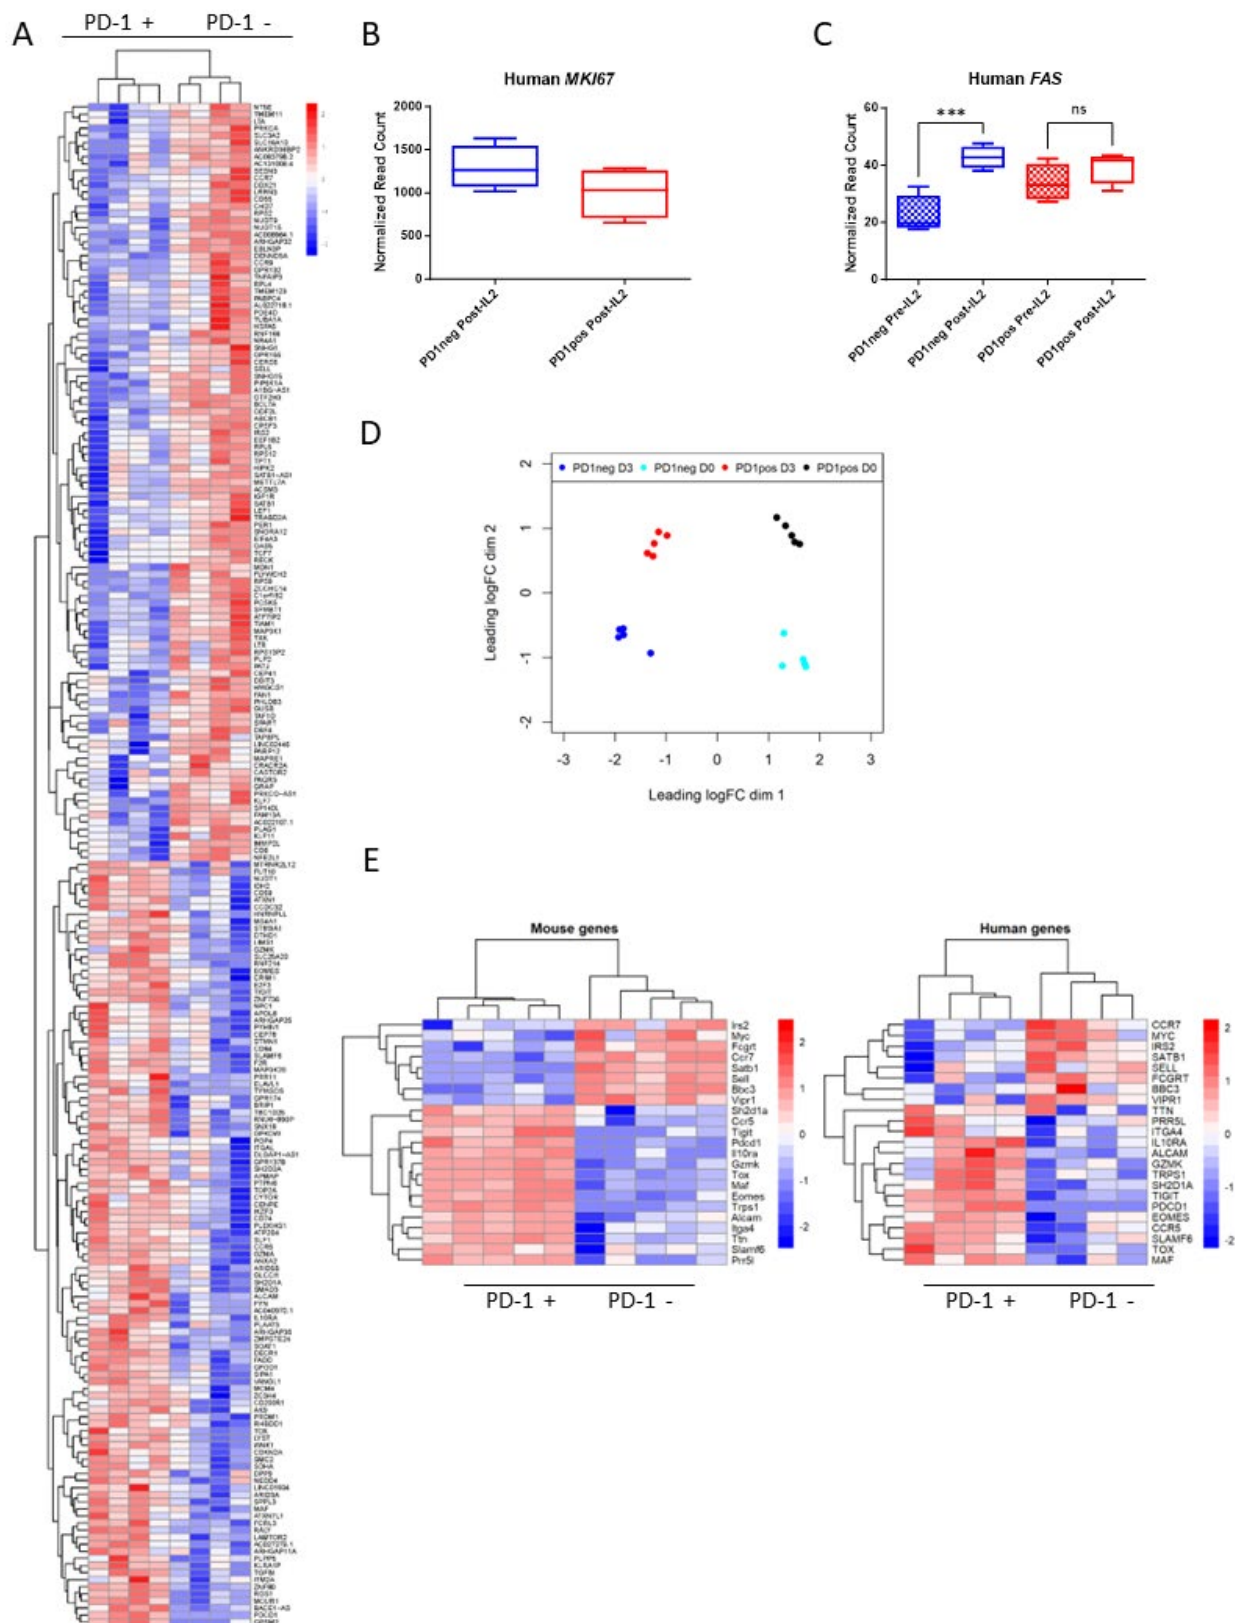

**Supplemental Figure 2:** A) Top differentially expressed genes from human PD-1- and PD-1+ memory CD8 T cells. B) Human *MKI67* gene normalized read counts post-IL-2 stimulation. C) Human *FAS* gene normalized read counts pre- and post-IL-2 stimulation. D) PCA plot of sorted mouse PD-1- and PD-1+ CD8 T cells pre and post IL-2 stimulation. E) Comparison of similarly differentially expressed genes between mouse and human PD-1- and PD-1+ memory CD8 T cells. Sample size  $n = 4$  for human donors and  $n = 5$  individual

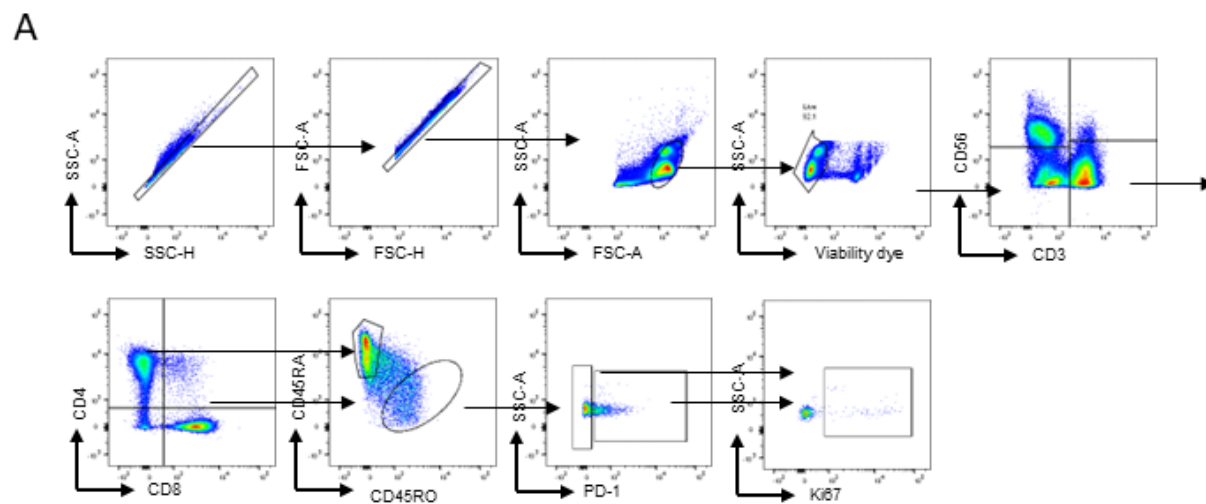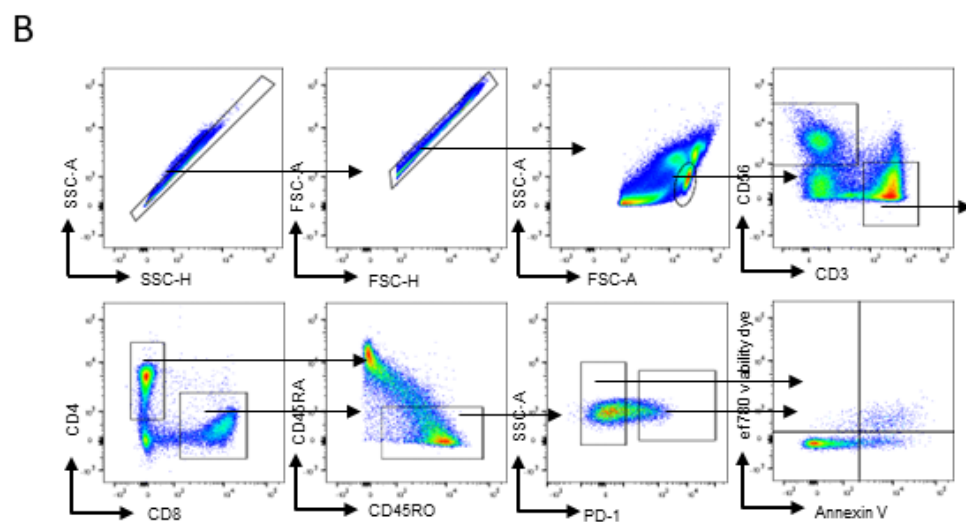

**Supplemental Figure 3.** A & B) Representative flow cytometry gating for Ki67 and Annexin V staining of hPBMCs.

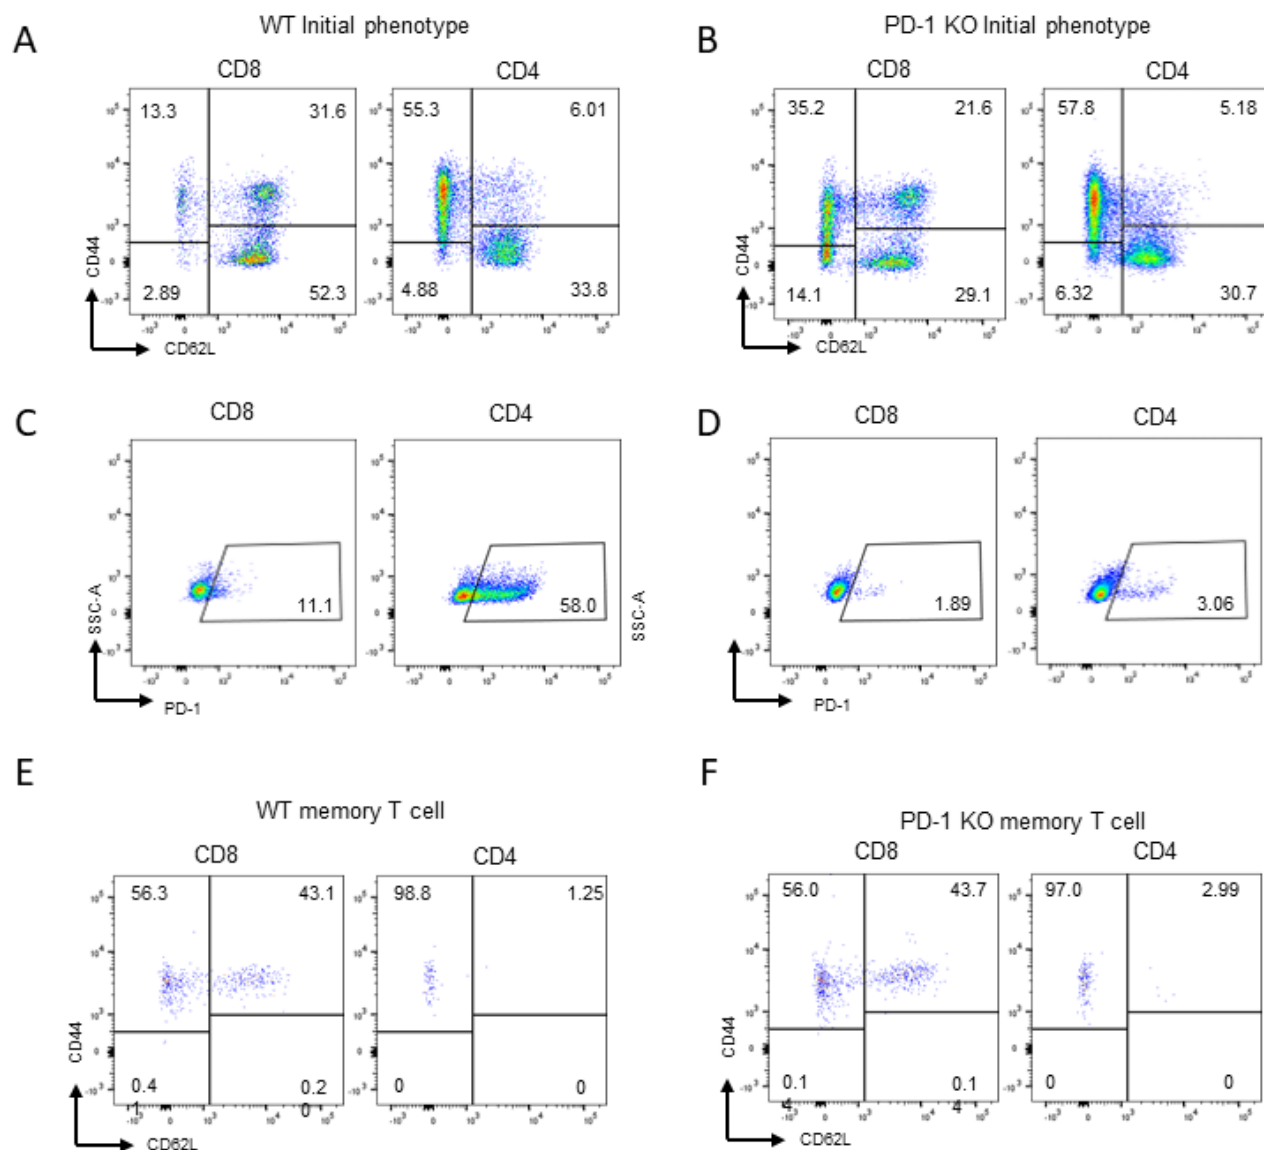

**Supplemental Figure 4.** A & B) Representative pre-sort memory phenotype of WT and PD-1 KO T cells. C & D) Representative PD-1 staining of pre-sort WT and PD-1 KO T cells. E & F) Representative post-sort memory phenotype of WT and PD-1 KO T cells used for adoptive transfer studies.

A

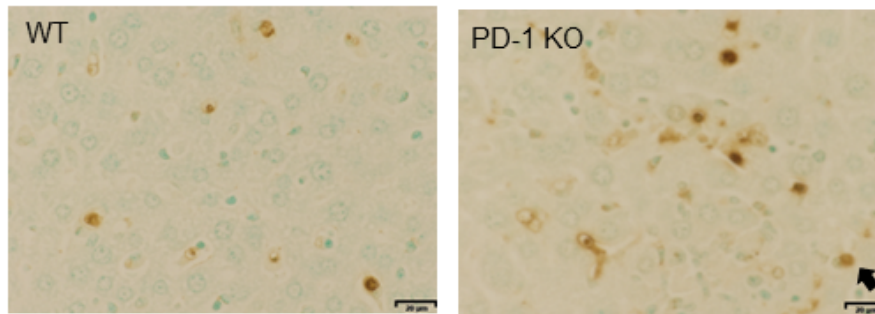

B

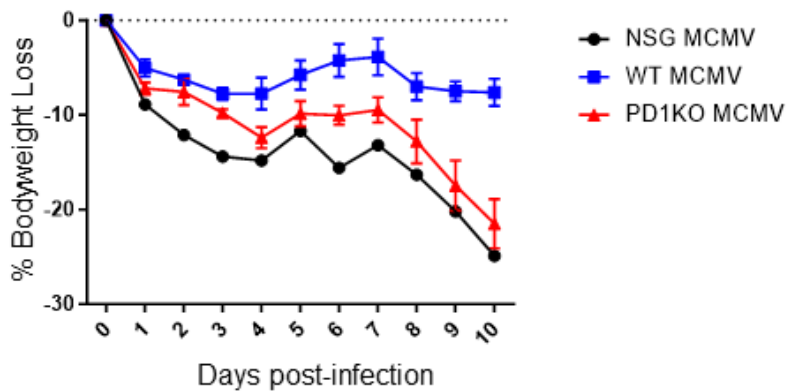

C

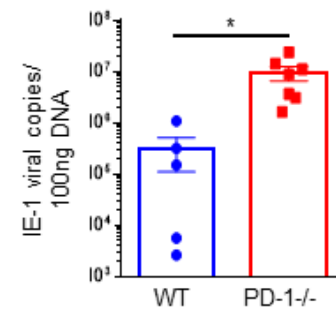

**Supplemental Figure 5.** A) Representative TUNEL Immunohistochemistry staining of liver tissue from WT and PD-1 KO cell recipients. B) Percent bodyweight loss overtime of NSG without adoptive transfer, WT cell NSG recipients and PD-1 KO cell NSG recipients following infection with MCMV. C) MCMV viral copies in liver at day 11 post MCMV infection in NSG recipients of WT or PD-1 KO cells. Two-tailed unpaired Student's t-test were used to compare two groups (C). \* $p < 0.05$

How the deposited data were processed for this re-analysis (not part of the article)

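RNA was sequenced from human and mouse memory CD8 T cells sorted as PD-1+ or PD-1-, at day 0 and at day 3 of culture with IL-2, with 4 human and 5 mouse libraries in each group. No cells cultured without IL-2 are listed, so day 3 minus day 0 holds culture and IL-2 together. The labels give the day of the human cultures. The authors deposited 1 table of raw counts per gene for each species. According to the submitters' processing notes and the paper, they cleaned the reads with HTStream, aligned them with STAR 2.7.0f to GRCh38 or GRCm38 and counted them per gene of the GENCODE annotation; the strand setting and any removal of PCR duplicates are not given in the sources used here. Because the libraries hold 3′ tags, a count does not grow with the length of the transcript, and no length correction was made. The human table has 60609 genes, of which 60295 matched a symbol in the annotation used here, and the mouse table 55335, of which 55154 matched. Coordinates are those of GRCh38 and GRCm38. To look for repeated deposits of 1 library, pairs within a group were compared, and none differed by less than the sampling noise (chi-square per degree of freedom from 8.85 to 38.9 over human and from 3.57 to 23.8 over mouse pairs). Separate donors or mice exceed that noise in any case, so this says nothing more about the libraries. All 36 were used.
Genes were kept by edgeR's filterByExpr with the 4 groups of a species, and library sizes were scaled by TMM. A quasi-likelihood model (edgeR 4.0.16, R 4.3.3) with 1 mean per group was fitted to all libraries of a species, leaving 12 residual degrees of freedom in human and 16 in mouse. It tested PD-1- minus PD-1+ cells at day 3 and at day 0, day 3 minus day 0 in each subset, and the difference of these responses. A gene is called at a Benjamini-Hochberg adjusted p under 0.05. Calls of limma-voom (limma 3.58.1) are given beside some results, since the study names edgeR and limma. Single genes were also tested by exact permutation of log2(CPM + 1). The fold of a gene with no count in a group was set against a floor of 3 counts over that group, and with 1 to 3 counts a ratio of summed counts is given with its exact 95% interval; floors and intervals cover counting error only. Total counts per library ran from 1538567 to 3512236 (median 2458493) in human and from 1693499 to 3272710 (median 2701924) in mouse cells, so that a gene at 1 CPM has about 1 to 3 counts in a library. The pipeline was tested on simulated counts with 200 changed genes.
For both species 30 gene lists were written by hand after reading the paper and before the count tables were seen. They were tested with camera on log2 CPM (prior count 2, preset correlation 0.01), with an estimated correlation, with fry and with limma-voom weights beside it. The genes named are the 10 higher and 10 lower with the largest fold change among called genes with at least 10 CPM in a group compared and, where 2 groups are compared, no overlap between their libraries; every gene the paper names for these data; and list members with the smallest adjusted p as examples. The text gives examples of the genes that this rule names, and the others are not reported here. XIST, Y-linked and HLA genes, predicted genes and receptor segments are not named. The genes of Supplemental Figure 2E were read from the figure and are given only as values and tallies. Human libraries were not matched to donors from the data, and no human value is given for a single library.
Alternatives set in advance were limma-voom, DESeq2 1.42.0, upper-quartile scaling, library totals, no filter, a filter of 10 CPM, counts thinned to the smallest library, only the 2 groups compared, and each library left out in turn. Added after seeing the data were a fit without M08 and M14, a fit without Gm42418 and mitochondrial ribosomal RNA, and the same alternatives for single named genes and the tallies of Supplemental Figure 2E. The flow cytometry and in vivo experiments have no count tables and were not analysed here.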

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

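The tests without M08 and M14, of a difference that arose in culture, of B cells and of a difference already present at day 0 were chosen after the results were seen. The others were set before.

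In the mouse interaction test, which compares the responses to IL-2 of the 2 subsets, 235 genes had a higher log2 fold change in PD-1- cells (a larger response) and 135 a lower one (a smaller response) by edgeR, with 251 lower without M08. Of the 21 genes of Figure 2, E–G, 16 had a larger response.

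Each group of 4 or 5 libraries was searched for 1 library that stood apart, by the gap between the highest or lowest library and its neighbour as a share of the group's range, against the 95% critical value for that number of libraries. Of 120 groups, 10 held such a library, where chance alone gives 6 if values are normally spread. The groups reuse the same libraries, and 10 and 6 were not tested against each other. In human PD-1+ cells at day 3 the lowest library stood apart for FAS (0.848). In mouse PD-1- cells the share of Gm42418 counts was highest in M14 at day 0 (0.712) and in M08 at day 3 (0.88). The highest library stood apart for Tnfrsf8 at day 0 in PD-1- (1) and PD-1+ cells (0.904), for Dtx3l at day 3 in PD-1- (0.716) and PD-1+ cells (0.935), and for Rsad2 (0.742) and Fasl (0.924) in PD-1+ cells at day 3. The PD-1- libraries at day 0 held 1 count of Tnfrsf8 together, which alone fixes its share at 1. The lowest did so for Ccr2 in PD-1+ cells at day 3 (0.898).

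Of 30 glycolysis and hypoxia genes, which the paper does not discuss, 29 were higher in mouse PD-1- than PD-1+ cells at day 3. The tables argue against the ribosomal RNA share of the libraries, since 30 were higher without M08 and M14, and with the share of Gm42418 counts as a term of the fit the list's median log2 fold change was 1.91, against 1.96 without it, and 29 genes were higher. The list also differed in the interaction test (adjusted p = 3.41e-05 with an estimated correlation) and had a median of 0.07 at day 0, which is what a difference that arose during the 3 days with IL-2 would give. Differences between the cultures in cell density at day 3 or in oxygen, which the tables do not measure, and a biological difference between the subsets in their response to IL-2 may each account for it and stay open.

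Of 14 dendritic cell genes tested, from 23 listed before their values were looked at, 14 were higher in mouse PD-1- cells at day 0, 12 of them past the test, with a median log2 fold change of 2.43. The most abundant were H2-Ab1 (141 against 17.8 CPM), Irf8 (140.1 against 30.1 CPM) and H2-Eb1 (134 against 18.9 CPM), Irf8, Bst2 and Ccr9 also stand in other lists, and Cd74 and Spib were left out before the test because the B cell list holds them. B cells as the source are argued against, because the upper quartile of the B and plasma cell list was 0.71 (median 0.39), below the 1.69 that the MHC class II gene H2-Aa sets less 2 standard errors, and 1 library alone is argued against by the lowest median without a library, 1.89 (highest 2.69). Dendritic cells or their RNA in the day 0 PD-1- sorts are a candidate explanation, although the T cell enrichment before the sort is meant to remove such cells. Of the 14 genes, 4 (Irf8, Bst2, Ppt1 and Lair1) also stood at 10 CPM or more in PD-1+ cells at day 3. Expression by PD-1- T cells themselves was not tested and stays open.

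Mki67 was lower in mouse PD-1- than PD-1+ cells at day 3 (log2 fold change −0.81, adjusted p = 0.00952 from edgeR), and the 60 genes of mitosis and DNA replication had a median of −0.35. Scaling is argued against, with medians of −0.36 under upper-quartile scaling and −0.40 under library totals, and so are M08 and M14, without which Mki67 had a log2 fold change of −0.78 (adjusted p = 0.0176 from edgeR, in a range over its alternatives from 3.03e-06 without a filter to 0.0333 without M08). The lists had a median of −0.48 at day 0 and a median difference in response of 0.18, which is what a difference already present at day 0 would give. Members went both ways in response, with medians of 0.65 for mitosis and −0.09 for DNA replication. What set the subsets apart before culture was not tested.

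Other splits of the same libraries were fitted for each comparison, 35 for 4 against 4 libraries and 100 drawn for the others. They exchange single libraries, although groups may share donors or mice. Between the human subsets, PDCD1 is among the genes called and was set apart by the sort. At day 3 the human subsets differed in 3 genes and another split in up to 41, and 3 splits gave as many, so that chance could not be excluded. Whether a structure of the samples gave the larger count was not tested. At day 0 they differed in 4 genes and another split in up to 4, 3 splits gave as many, and chance could not be excluded either. The human difference in response held 0 genes by edgeR and by limma-voom (293 larger and 200 smaller at an unadjusted p under 0.05 by edgeR), so that 100 of 100 splits gave as many by construction and the count says nothing of chance. Another split held up to 57 genes, and whether a structure of the samples gave them was not tested. For the human response in PD-1- (3849 genes, highest other split 0) and PD-1+ cells (3016 genes, highest other 1) only the real split, 1 of 35, was as large. In all 5 mouse comparisons only the real split, 1 of 100, was as large. These are the smallest shares that the splits allow. Splits that ignore shared donors or mice cannot by themselves exclude chance. For the difference in response, libraries changed subset within each day, which also mixes the difference between the subsets themselves. The subsets differed in 958 genes at day 3 (highest other 189) and 985 at day 0 (highest other 55), the response held 3891 genes in PD-1- (highest other 1776) and 3914 in PD-1+ cells (highest other 276), and the difference in response 370 (highest other 167).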

How the results depend on the processing

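The fits without M08 and M14, without ribosomal RNA genes, and of the example genes and Supplemental Figure 2E tallies were chosen after seeing the data. With the same 314 results, 307 kept their direction and side of the threshold with DESeq2, 308 with upper-quartile scaling, 303 with library totals, 298 without a filter and 289 with limma-voom. So did 292 of 306 with thinned counts, 231 of 238 with only the 2 groups, 204 of 208 with a stricter filter, 226 of 229 without ribosomal RNA genes, 170 of 173 without M08 and M14, and 3417 of 3558 fits without 1 library. Among the rest, calls were lost more often than gained with limma-voom (17 and 3), thinned counts (7 and 0) and 1 library left out (73 and 7). The interaction has no fit with only 2 groups. Depth limited genes at a few CPM, which hold a few counts per library. No paired analysis was made, because no source states which libraries of different groups came from one donor or mouse. The numbers of donors and mice in the legend of Figure 2 match the libraries per group, so the groups may well share them. The cause of the changes below was not tested, apart from the fewer genes under a stricter filter and the fewer counts when thinned.

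Between the human subsets at day 3, 1 gene was higher and 2 were lower. This became 0 higher with upper-quartile scaling (2 lower), 0 higher and 1 lower with a stricter filter or thinned counts, 1 lower with limma-voom, 5 lower with DESeq2, and 4 higher and 8 lower without a filter. Without 1 library, 0 to 0 were higher and 1 to 1 lower. At day 0, 0 were higher and 4 lower by edgeR, against 18 and 32 with DESeq2, 37 and 53 without a filter, 1 lower with limma-voom or thinned counts, and 0 to 5 higher and 1 to 14 lower without 1 library. The human difference in response, 0 genes by edgeR, held 21 larger and 3 smaller without a filter, and 0 to 1 larger without 1 library.

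Library totals shifted the median of all genes by over 0.1 on the log2 scale in 4 comparisons. The human response went from 1907 higher and 1942 lower to 3318 and 886 in PD-1- cells (shift 0.44, share higher 49.6% to 78.9%) and from 1539 and 1477 to 2622 and 686 in PD-1+ cells (shift 0.35, 51.0% to 79.3%). In mouse PD-1- cells it became 2596 and 1292 (shift 0.20, 51.1% to 66.8%) and in PD-1+ cells 2947 and 1068, from 1816 lower (shift 0.27, 53.6% to 73.4%). The mouse difference in response became 169 larger and 168 smaller (63.5% to 50.1%), with a shift of −0.075. The 135 genes with a smaller response in mouse PD-1- cells became 221 with DESeq2, 246 without a filter, 236 without M08 and M14, and 102 to 251 without 1 library, the 251 without M08.

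PDCD1 between the subsets at day 3 lost its call with limma-voom (−4.76, adjusted p = 0.117) and thinned counts (−5.04, adjusted p = 0.114), and without any 1 library (−5.70 to −4.95, adjusted p from 0.0501 to 0.213). Its change with IL-2 in PD-1+ cells, −0.11, was 0.24 with library totals, 0.032 with thinned counts, and −0.33 to 0.14 without 1 library. Changes near 0 in mouse PD-1+ cells also turned. Rtp4 (0.046) was −0.16 with limma-voom, −0.027 with upper-quartile scaling, and −0.32 (without M03) to 0.27, below 0 also without M09. Tnfrsf8 (0.088) was −0.27 with thinned counts and −0.47 (without M11) to 2.56 (without M09, the only one of these fits past the test, adjusted p = 0.0449), below 0 also without M01, M05, M13, M15 or M17. Without M03, Fasl (0.18) was −0.0195 and Pdcd1 (0.19) −0.0068, and their highest values were 0.30 and 0.48. The 1 gene of Figure 2G that rose in PD-1+ cells, Casp8, was lost to 0 with upper-quartile scaling, without a filter, without ribosomal RNA genes, and without M01, M03, M05, M09, M11, M13 or M15 (0 to 1).

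Of the 30 gene lists, camera called 17 between the human subsets at day 3 and 0 with an estimated correlation (1 with fry), 11 at day 0 against 0 (2 with fry), 13 in the response of PD-1- cells against 3 (22 with fry), 14 in that of PD-1+ cells against 1, and 8 in the difference against 0 (0 with fry). In mouse they were 12 against 2 at day 3, 12 against 1 at day 0, 18 against 5 and 17 against 5 in the responses of PD-1- and PD-1+ cells, and 10 against 2 in the difference (3 with fry). The human interferon list in PD-1+ cells turned direction with fry (adjusted p = 0.815) and with limma-voom weights (adjusted p = 0.885), and passed with none (adjusted p = 0.958 with camera). The levels of PDCD1 in human PD-1- cells on the scale of 2 to the power of log2 CPM with a prior count of 2 were 0.762 at day 0 and 0.892 at day 3, against 0 and 0.130 CPM. The 1 gene that both species shared as lower at day 3, PDCD1, became 0 with limma-voom calls, and at day 0 there were 2.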

Differences from the paper's values

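Only the fit without ribosomal RNA genes was chosen after seeing the data. The paper's values are those of its Supporting data values, of which the copy used here holds 10 sheets, up to Figure 3B, with the sheets of Figure 2, C and E–G complete. Of 40 fold changes compared from Figure 2, E–G, 37 lay no farther from the paper's value than the gene's edgeR standard error and had its sign. With limma-voom, judged by the same standard error, 40 did, and the largest gap was 0.07. For fold changes the spread named below is this standard error.

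Rtp4 had a log2 fold change of 0.046 with IL-2 in PD-1+ cells, against the paper's −0.11, so the signs differ. Alternatives set before the data were examined that have the paper's sign and lie within the spread are limma-voom (−0.16), upper-quartile scaling (−0.027) and the fits without M03 (−0.32) or M09 (−0.043). DESeq2, library totals, no filter, thinned counts, the 2 groups alone and the other fits without 1 library do not. Ifit1 stood at −0.90 in PD-1+ cells, against the paper's −1.50. It lay within the spread with limma-voom (−1.54) and without M09 (−1.09) or M11 (−1.74), and not with the others. Rsad2 stood at −0.92, against the paper's −1.94, within the spread with limma-voom (−1.96) and without M11 (−2.05), and not with the others.

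The level of PDCD1 in human PD-1- cells was 0 CPM at day 0 and 0.130 CPM at day 3, against the paper's 0.762 (error 0) and 0.894 (SD 0.152). On the scale of 2 to the power of log2 CPM with a prior count of 2, an alternative set before the data were examined, the values are 0.762 and 0.892, which match the paper's.

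The marks of Figure 2, E–G call 12 of the 21 genes in PD-1+ cells and all 21 in PD-1- cells. Here Ifit1 (adjusted p = 0.165), Rsad2 (adjusted p = 0.272) and Slamf7 (−0.39, adjusted p = 0.0553) in PD-1+ cells and Bnip3l (0.52, adjusted p = 0.0940) in PD-1- cells were not called by edgeR, and the others were. limma-voom called Ifit1 (adjusted p = 0.00904, alternatives up to 0.289) and Rsad2 (adjusted p = 0.0145, alternatives up to 0.390), as did the fit without M11. Slamf7 was called with limma-voom, DESeq2, upper-quartile scaling, the 2 groups alone and without M01, M11 or M19 (adjusted p from 0.0218 to 0.634 over the alternatives), and also without ribosomal RNA genes (adjusted p = 0.0363), a fit chosen after seeing the values that drops 1 of the paper's called genes, Casp8 in PD-1+ cells (adjusted p = 0.0678). Bnip3l was called with library totals and the 2 groups alone (adjusted p from 0.0367 to 0.175 over the alternatives).

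The paper states that human PD-1- cells had more Ki67 than PD-1+ cells. It also reports greater proliferation of human PD-1- cells after IL-2 by staining of the Ki67 protein, compared with a paired test (Figure 1, I and J). The fit here is of RNA and unpaired, and its adjusted p is over all genes. Here MKI67 was higher by 0.36 on the log2 scale at day 3, which did not pass the test (adjusted p = 1 from edgeR, 0.920 to 1 over the alternatives; unadjusted p = 0.524, exact permutation p = 0.171), and the levels of 1275 and 995 CPM compare with about 1300 and about 1000 in Supplemental Figure 2B, read by eye. For CD95 the paper reports a significant difference after IL-2 in PD-1- cells. FAS rose in PD-1- cells (0.92, adjusted p = 0.00336 from edgeR), while the difference of 0.72 between the responses of the subsets had an unadjusted p = 0.0367 from edgeR and an exact permutation p = 0.0363 and did not pass the test after adjustment over all genes (adjusted p = 1.00 from edgeR, 0.748 to 1 over the alternatives).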

Other observations

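The example genes of each list and the overlap counts at an unadjusted p were chosen after the results were seen.

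Most lipid synthesis genes rose with IL-2 in both subsets of both species. In mouse cells 28 of 29 genes of cholesterol and fatty acid synthesis rose in PD-1- cells and 28 in PD-1+ cells (29 and 28 adjusted over the list alone, adjusted p = 0.00445 and 0.0115 with an estimated correlation). Sqle, an early enzyme of sterol synthesis, had log2 fold changes of 4.31 and 4.14 (standard errors 0.32 and 0.32) and Msmo1 of 3.19 and 2.54. In human cells 21 of 27 rose in each subset (22 and 23 adjusted over the list alone, adjusted p = 0.306 and 0.192 with an estimated correlation). Of 26 mouse genes of the response to IL-2 and STAT5, 18 rose and 4 fell in PD-1- cells and 17 rose and 4 fell in PD-1+ cells (18 and 5, and 17 and 4, adjusted over the list alone, adjusted p = 0.0181 and 0.0466 with an estimated correlation), with Il2ra, a chain of the IL-2 receptor, at 6.48 and 5.69 and the cell cycle kinase Cdk6 at 2.90 and 2.22. Il2ra encodes CD25, and the cells were sorted as CD25 negative. Its low levels at day 0 (2.208 CPM in PD-1- and 2.445 CPM in PD-1+ cells) may thus come from the sort. The paper describes bystander activation as not inducing CD25, which it measured as protein. Oxidative phosphorylation genes rose for 15 of 30 in human PD-1- cells, with 1 falling (17 and 2 adjusted over the list alone, adjusted p = 0.0433 with an estimated correlation), and for 8 in PD-1+ cells, with 2 falling (11 and 2 adjusted over the list alone, adjusted p = 0.154 with an estimated correlation). Mouse PD-1+ cells lowered 11 of 18 inhibitory receptors and exhaustion regulators and raised 0 (13 and 1 adjusted over the list alone, adjusted p = 0.0466 with an estimated correlation), or 10 and 1 under library totals. The nuclear receptors Nr4a1 and Nr4a3, which T cell receptor signals induce, had log2 fold changes of −4.38 and −3.28. Whether the enrichment and sort raised them at day 0 was not tested.

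Of 25 mouse genes of ribosome biogenesis, 21 rose and 0 fell in PD-1+ cells (23 rose adjusted over the list alone, adjusted p = 0.107 with an estimated correlation), and 7 rose and 0 fell in PD-1- cells (4 rose adjusted over the list alone, camera adjusted p = 0.349), where upper-quartile scaling gave 4 rising and 2 falling and turned the list's median from 0.07 to −0.02. The response was smaller in PD-1- cells for 9 and larger for 0 (15 smaller adjusted over the list alone, median −0.85, adjusted p = 0.0898 with an estimated correlation), such as Dkc1 of the pseudouridine synthase complex (difference −1.32, standard error 0.22, adjusted p = 0.000244 from edgeR), the small nucleolar ribonucleoprotein Nop58 (−1.02) and the spermidine synthase Srm (−1.71). At day 0, 8 were higher in PD-1- cells and 0 lower (11 higher adjusted over the list alone, median 0.61, adjusted p = 0.147 with an estimated correlation), as were 17 of 30 ribosomal protein genes, with 0 lower and a median of 0.62. At day 3, 1 gene of ribosome biogenesis was lower and 0 higher (0 and 0 adjusted over the list alone, adjusted p = 0.612 with an estimated correlation). Of 20 naive and central memory genes, 5 had a lower and 1 a higher log2 fold change in PD-1- cells (9 and 2 adjusted over the list alone, adjusted p = 0.435 with an estimated correlation), among them the transcription factors Klf2 (difference −1.57) and Tcf7 (−1.33), which fell in both subsets. Of glycolysis and hypoxia genes, 30 of 30 rose in PD-1- cells (30 adjusted over the list alone, adjusted p = 0.000851 with an estimated correlation), and 17 rose and 2 fell in PD-1+ cells (17 and 2 adjusted over the list alone, adjusted p = 0.193 with an estimated correlation). Egln3 had the largest difference in response among the genes named by the rule (7.86, standard error 0.74, adjusted p = 1.14e-08 from edgeR). Ier3, an early response gene, went from 34.9 to 116 CPM in PD-1- and from 310 to 46.05 CPM in PD-1+ cells (difference 4.51, standard error 0.38), and Ctla4, an inhibitory receptor, from 4.58 to 6.50 CPM and from 59.9 to 6.17 CPM (difference 3.74, adjusted p = 0.00183 from edgeR). In the other direction, Rnf144a, a ubiquitin ligase, went from 43.3 to 5.56 CPM in PD-1- and from 10.4 to 12.7 CPM in PD-1+ cells (difference −3.34, standard error 0.47). Dendritic cell genes were also higher in PD-1- cells at day 0, with a median of 2.43.

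With IL-2 in mouse cells, of 10 B and plasma cell genes 10 fell in PD-1- and 9 in PD-1+ cells (10 and 10 adjusted over the list alone, adjusted p = 0.0652 and 0.107 with an estimated correlation), and of 6 monocyte, macrophage and dendritic cell genes 5 fell in PD-1- and 3 in PD-1+ cells (5 and 3 adjusted over the list alone, adjusted p = 0.110 and 0.258 with an estimated correlation), and 0 of either list rose. Of 4 genes of CD4 and regulatory T cells 1 fell in PD-1- and 2 in PD-1+ cells (1 and 3 adjusted over the list alone, camera adjusted p = 0.695 and 0.0987), and 0 rose. Of 7 NK cell genes 1 rose and 2 fell, and 2 rose and 2 fell (1 and 2, and 2 and 3, adjusted over the list alone, camera adjusted p = 0.982 and 0.697), and of 4 genes of unconventional T cells 2 rose in PD-1- and 1 in PD-1+ cells (2 and 1 adjusted over the list alone, camera adjusted p = 0.348 and 0.719), and 0 fell. Between the subsets at day 0, the dendritic cell genes stood higher in PD-1- cells, with a median of 2.43, as did 3 of the 6 monocyte, macrophage and dendritic cell genes (0 lower, 3 higher adjusted over the list alone, adjusted p = 0.367 with an estimated correlation) and 1 of the 10 B and plasma cell genes (0 lower, 1 higher adjusted over the list alone, camera adjusted p = 0.316). Of the 7 NK cell genes 3 were higher and 2 lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.869; 3 and 1 with library totals or upper-quartile scaling). At day 3, 2 unconventional T cell genes (2 adjusted over the list alone, adjusted p = 0.286 with an estimated correlation), 1 CD4 and regulatory T cell gene, Cd4, and 1 B and plasma cell gene were lower in PD-1- cells (1 and 1 adjusted over the list alone, camera adjusted p = 0.368 and 0.239), and 2 NK cell receptors were higher (2 adjusted over the list alone, camera adjusted p = 0.0508).

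Of all genes tested in mouse cells, 9.77% had no overlap between the PD-1- and PD-1+ libraries at day 3 and 8.01% at day 0, where chance gives 0.794%. In human cells the shares were 3.22% and 3.18%, where chance gives 2.86%. Among mouse genes lower in PD-1- cells at day 0, 53, among them PDCD1, on which the cells were sorted, had a lower human level at an unadjusted p under 0.05 (15.8 expected of independent lists) and 9 a higher one (13.1 expected). At day 3 these were 21, again with PDCD1 (6.46 expected), and 5 (4.19 expected). For mouse genes higher in PD-1- cells they were 29 higher (13.7 expected) and 14 lower (16.6 expected) at day 0, and 18 (4.88 expected) and 14 (7.51 expected) at day 3.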
